# miR-410 Is a Key Regulator of Epithelial-to-Mesenchymal Transition with Biphasic Role in Prostate Cancer

**DOI:** 10.3390/cancers16010048

**Published:** 2023-12-21

**Authors:** Diana M. Asante, Amritha Sreekumar, Sandip Nathani, Tae Jin Lee, Ashok Sharma, Nikhil Patel, Matthew N. Simmons, Sharanjot Saini

**Keywords:** miR-410, prostate cancer, EMT, neuronal markers

## Abstract

**Simple Summary:**

The molecular basis of prostate cancer progression to advanced disease is not fully understood. Small non-coding RNAs, called microRNAs regulate gene expression post-translationally and regulate crucial cellular processes. It has been reported that microRNAs are dysregulated during prostate cancer progression. The objective of this study is to determine the role of miR-410-3p, a little-studied microRNA in prostate cancer progression. Our results demonstrate for the first time that this miRNA plays a context-dependent role in prostate cancer. We found that miR-410 expression is regulated in a biphasic manner in prostate cancer, with its expression decreased in primary prostate cancer and increased in the advanced disease. We further performed functional studies that show that miR-410 regulates critical cellular processes that are involved in cancer progression and metastasis in prostate cancer. Our study suggests that miR-410-mediated regulation of target genes is context-dependent. Our findings would lead to an increased understanding of the mechanistic basis of prostate cancer progression and metastasis that would be helpful in guiding novel therapies.

**Abstract:**

The molecular basis of prostate cancer (PCa) progression from the primary disease to metastatic castration-resistant prostate cancer (CRPC) followed by therapy-induced neuroendocrine prostate cancer is not fully understood. In this study, we elucidate the role of miR-410, a little-studied microRNA located on chromosome 14q32.31 within the DLK1-DIO3 cluster, in PCa. miR-410 expression analyses in primary and metastatic PCa tissues and cell lines show that its levels are decreased in initial stages and increased in advanced PCa. Functional studies were performed in a series of PCa cell lines. In LNCaP cells, miR-410 overexpression led to decreases in cellular viability, proliferation, invasiveness, and migration. On the other hand, miR-410 overexpression in PC3 and C42B cells led to increased viability, proliferation, and invasiveness. Our data suggest that miR-410 represses epithelial-to-mesenchymal transition (EMT) in LNCaP cells by directly repressing SNAIL. However, it promotes EMT and upregulates PI3K/Akt signaling in PC3 and C42B cells. In vivo studies with PC3 xenografts support an oncogenic role of miR-410. These data suggest that miR-410 acts as a tumor suppressor in the initial stages of PCa and play an oncogenic role in advanced PCa. Our findings have important implications in understanding the molecular basis of PCa progression with potential translational implications.

## 1. Introduction

Prostate cancer (PCa) is a leading cause of male cancer-related fatalities in the United States (US) with an estimated 34,700 deaths projected for 2023 [1]. This cancer is primarily driven by androgens acting through the androgen receptor signaling pathway. The primary approach to prostate cancer therapy involves androgen deprivation or AR inhibition [2] leading to an initial regression of the disease. Nevertheless, about 2–3 years after anti-androgen therapy initiation, the condition progresses into castration-resistant prostate cancer (CRPC), which presents limited treatment options and poor survival rates [3]. CRPC often manifests with metastatic spread, commonly to the bones, giving rise to osteoblastic and osteolytic lesions [4]. The next generation of therapies for CRPC include AR pathway inhibitors such as enzalutamide (MDV3100/ENZ) and abiraterone. These drugs are employed for men with both metastatic and non-metastatic CRPC and initially contribute to improved survival. However, CRPC patients eventually develop drug resistance over time, attributable to heterogeneous molecular mechanisms that are either AR dependent or AR independent [5]. AR dependent mechanisms entail AR amplification, AR point mutations, emergence of ligand-independent splice variants, and alterations in intratumoral androgen biosynthesis. AR independent resistance mechanisms on the other hand encompass AR bypass signaling, immune-mediated resistance mechanisms or neuroendocrine differentiation (NED) [6,7]. The latter refers to the trans-differentiation of CRPC-adenocarcinomas to the neuroendocrine variant, referred to as neuroendocrine prostate cancer (NEPC). As a result of NED, PCa cells exhibit a reduced expression of luminal lineage markers such as AR and PSA coupled with increased expression of alternative neuroendocrine (NE) lineage markers such as enolase 2 (ENO2), chromogranin A (CHGA) and synaptophysin (SYP) [8,9]. Due to the absence of AR signaling, these PCa variants become resistant to anti-androgen therapy and constitute an extremely aggressive variant of advanced CRPC, characterized by shorter survival times (<1 year) and limited therapeutic options. These variants are often linked to the presence of visceral metastasis to the liver, lung and central nervous system, in addition to lytic bone metastases and low serum PSA levels relative to the extent of the disease burden [8]. The precise molecular underpinnings of the progression of PCa from primary disease to metastatic CRPC and ultimately therapy-induced NEPC remain incompletely understood.

A series of genetic alterations and epigenetic changes promote PCa progression and metastasis [10]. Prominent epigenetic regulators of PCa progression are non-coding RNAs, including microRNAs [11]. MicroRNAs (miRNAs) are small, endogenous non-coding RNAs that suppress gene expression post transcriptionally via sequence-specific interactions with the 3′-untranslated regions (UTRs) of cognate mRNA targets [12]. These miRNAs play an integral role in a wide spectrum of cellular functions such as proliferation, apoptosis and cellular differentiation [13]. Since these cellular functions are altered in cancer, miRNAs are often dysregulated in cancer. In prostate cancer, miRNAs have been shown to play important regulatory roles in cancer initiation, progression and metastasis [10]. miRNA levels are dysregulated by varying mechanisms such as methylation of their promoters or by other tumor promoting factors or by genomic loss or deletion [14]. Based on their gain and loss of function, miRNAs are classified as tumor-suppressors (loss of expression) or oncogenes (over-expressed). Typically, tumor suppressor miRNAs repress oncogenes such as *MYCN* and *AURKA* [15], while oncogenic miRNAs repress the expression of tumor suppressor genes such as *TP53*, *PTEN* and *RB1*. However, these functions are known to be context-dependent and may vary from one cell type to another [16].

In this study, we examined the role of miR-410-3p (referred to as miR-410) in prostate cancer. This miRNA is located on chromosome 14q32.31 in the DLK1-DIO3 (delta-like 1 homolog-deiodinase iodothyronine 3) cluster that is known to be activated in embryonic stem cells [17]. The role of miR-410 located within this cluster is not fully understood in prostate cancer. One study identified miR-410 as an oncogenic microRNA in prostate cancer, demonstrating its direct repression of the tumor suppressor PTEN [18]. In other cancers, miR-410 has been shown to play an oncogenic or tumor suppressor role, depending upon the context. In non-small-cell lung cancer, miR-410 was shown to inhibit GSK-3β and induce its degradation, promoting the cancer stem cell (CSC) phenotype. β-catenin was found to be upregulated by miR-410 in this study [19].

Our laboratory is interested in delineating miRNAs with roles in advanced prostate cancer. Our preliminary screening identified that miR-410 expression is dysregulated in this disease. We sought to examine its role in further detail. We demonstrate to our knowledge for the first time that miR-410 plays a biphasic role in PCa. Our study suggests that miR-410 acts as a tumor suppressor in the initial stages of the disease, wherein it represses epithelial-to-mesenchymal transition (EMT) by directly repressing EMT inducing transcription factor, SNAIL. However, it exerts an oncogenic role in higher stage and grade of the disease by inhibiting protein kinase D1 (PRKD1), a serine/threonine kinase in advanced PCa. Our findings have important implications in understanding the molecular basis of PCa progression with translational potential.

## 2. Materials and Methods

### 2.1. Cell Lines and Cell Culture

The nonmalignant prostate epithelial cell line RWPE-1 along with various prostate carcinoma cell lines (LNCaP, C42B, PC3, Du145, NCI-H660) were procured from the American Type Culture Collection (ATCC, Manassas, VA, USA) and cultured under the recommended conditions. All these cell lines were consistently maintained in an incubator with a humidified atmosphere of 95% air and 5% CO_2_ at a temperature of 37 °C. The identity of these prostate cell lines was confirmed via DNA short-tandem repeat analysis. The experiments involving these cell lines were conducted within 6 months of their acquisition/resuscitation. 

### 2.2. miRNA Transfections

At 24 h prior to transfection, cells were plated in growth medium without antibiotics. Transient transfections were conducted using miRNA precursors (Thermo Fisher Scientific, Waltham, MA, USA) by using lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol. Control miRNA (miR-CON; AM17110)/miR-410-3p precursor (Catolog no. 4464084) was used for miRNA transfections followed by functional assays. All miRNA transfections were for 72 h. For PC3 and C42B cells, miR-410/scrambled miR-410 plasmid was stably transfected using lipofectamine 2000 followed by selection in 1 µg/mL of puromycin. pMIR-hsa-mir-410-GFP, miRNA vector (pMIR) with CMV promoter-driven expression of human pre-miRNA hsa-mir-410 and GFP reporter and the corresponding scrambled control was obtained from Vigene Biosciences (Rockville, MD, USA).

### 2.3. Cell Viability Assays

Cell viability was assessed at 24, 48, 72 h following miR-CON/miR-410 transient transfections using the CellTiter 96 AQueousOne Solution Cell Proliferation Assay Kit (Promega, Madison, WI, USA), according to the manufacturer’s protocol.

### 2.4. Cell Cycle Analyses

To analyze the cell cycle using fluorescence-activated cell-sorting (FACS), 72 h post-transfection, cells were harvested, washed with cold PBS, and resuspended in propidium iodide (PI) stain (BD Biosciences, Franklin Lakes, NJ, USA) in accordance with the manufacturer’s guidelines. Subsequently, the stained cells were immediately analyzed by FACS (Cytoflex; Beckman Coulter, Inc., Brea, CA, USA).

### 2.5. Clonogenicity Assay

After 72 h post-transfection, the cells were counted, seeded at a low density of 1000 cells/plate and allowed to grow until visible colonies became evident. Then, cells were subjected to Giemsa staining, and the count of colonies was conducted.

### 2.6. Migration and Invasion Assays

Following transient transfections, cell counting was conducted 48 h post-transfection, after which transwell migration and invasion assays were executed following the manufacturer’s instructions. The cells were seeded onto control inserts or matrigel inserts (BD Biosciences, Franklin Lakes, NJ, USA) at a concentration of 1 × 10^5^ cells per milliliter in serum-free media, and they were allowed to migrate or invade for 24 h at 37 °C. Subsequently, cells on the top side of the inserts were removed, and those that had migrated or invaded through the polycarbonate or basement membrane were fixed, stained, and enumerated under a microscope (Keyence, Itasca, IL, USA).

### 2.7. Western Blotting

Whole-cell extracts were prepared in RIPA buffer, which consisted of 50 mmol/L Tris (pH 8.0), 150 mmol/L NaCl, 0.5% deoxycholate, 0.1% SDS, and 1.0% NP-40, and included a protease inhibitor cocktail from Roche. Total protein was separated through SDS-PAGE electrophoresis, and Western blotting was performed following established protocols. The antibodies for Western blotting were procured from Cell Signaling (Danvers, MA, USA). Following antibodies were employed: E-cadherin (Catalog no. 3195), Vimentin (Catalog no. 5741), N-cadherin (Catalog no. 4061), SNAIL (Catalog no. C15D3), MMP10 (Catalog no. 13130), GAPDH (Catalog no. 2118). The original western blot figures can be found in Figure S4.

### 2.8. Xenograft Tumors

Animal experiments were conducted in strict adherence to the institutional guidelines of Augusta University under an approved protocol. PC3 cells that stably overexpressed either control miRNA or miR-410 were subcutaneously injected into nude mice (4–5-week-old, Jackson Laboratories, *n* = 6 for control, *n* = 8 for miR-410). The cell injections were administered into the right or left flanks of the mice in a 100 µL volume mixed with 50% matrigel. Once palpable tumors became visible, caliper measurements were taken on a weekly basis, and tumor volumes were computed using the formula x^2y/2^, where x < y.

### 2.9. RNA and miRNA Extraction

Total RNA was extracted from microdissected FFPE tissues and cultured cells using a miRNeasy FFPE Kit (Qiagen, Hilden, Germany) and an miRNeasy mini kit (Qiagen, Hilden, Germany), respectively, following the manufacturer’s instructions.

### 2.10. Quantitative Real-Time PCR

Mature miRNAs and mRNAs were assayed using the TaqMan MicroRNA Assays and Gene Expression Assays, respectively, following the manufacturer’s instructions (Thermo Fisher Scientific, Waltham, MA, USA). The expressions of miRNAs and mRNAs were normalized using RNU48 or GAPDH as control references, respectively. The specific Taqman microRNA assays employed included hsa-miR-410-3p (assay ID 4427975) and RNU48 (assay ID 001006). Gene expression assays employed were SYP (Hs00300531_m1), ENO2 (Hs00157360_m1), N-Myc (Hs00232074_m1), BRN2 (Hs00271595_s1) and GAPDH (Hs99999905_m1). Relative changes in gene expression were calculated using the comparative Ct method on the StepOnePlus Real Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.11. Luciferase Assays

For SNAIL, the two 3′ UTR binding sites for miR-410, denoted as SNAIL-1 and SNAIL-2, were cloned into pmiR-Glo luciferase reporter vector. Control pmiR-Glo and SNAIL 3′ UTR constructs (0.2 µg) were transiently transfected into cells stably transfected with control/miR-410 using lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA). After 48 h following transfection, we measured Firefly and Renilla luciferase activities using the dual luciferase reporter assay system (Promega, Madison, WI, USA) according to the manufacturer’s instructions. Firefly luciferase activity was normalized to Renilla luciferase activity for each sample and relative luciferase activities were calculated.

### 2.12. Microarray Analyses

Microarray analyses were performed in C42B and PC3 cells stably transfected with miR-CON/miR-410 using a Clariom S platform at Augusta University Molecular Core Facility. Total RNA (1–2 µg) was used for sample preparation. RNA quality was assessed by the Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA) ensuring an RNA Integrity Number (RIN) ≥ 7. Total RNA samples were processed using the GeneChip WT PLUS Reagent Kit (Thermo Fisher Scientific, Waltham, MA, USA). Briefly, 250 ng of total RNA was used to generate sense strand cDNAs. These sense strand cDNAs were subsequently fragmented and labeled with biotin as per manufacturer’s instructions. The labeled samples were then subjected to hybridization on the Clariom S human array (Thermo Fisher Scientific, Waltham, MA, USA) that contains more than 22,100 well-annotated genes and 150,300 transcripts. Following a 16 h hybridization period, the arrays were washed and stained using Affymetrix GeneChip Fluidics Station 450 systems. Subsequently, the stained arrays were scanned on an Affymetrix GeneChip Scanner 3000, generating data in the form of CEL files. These CEL files were imported into Partek Genomic Suites version 6.6 (Partek, Chesterfield, MI, USA) using the standard import tool with a Robust Multi-array Average (RMA) normalization. Differential expressions were determined using ANOVA within the Partek package and filtered with a *p*-value cutoff of 0.05 and fold-change cutoffs to identify differentially expressed genes in each comparison. The list of significant genes was employed to create a hierarchical clustering plot based on standardized expression values. For the analysis and visualization of global expression patterns in genes, R version 4.2.2 was used. The difference in gene profile between two groups were obtained in form of fold changes. The fold changes were log transformed and gene set enrichment (GSEA) analysis was performed against gene ontology terms utilizing clusterProfiler package.

### 2.13. Statistics

All quantified data represent an average of triplicate samples or as indicated. Data are represented as mean ± S.E.M or as indicated. Statistical analyses were performed using Graphpad Prism 9.5.1.733. Results were considered statistically significant at *p* ≤ 0.05.

## 3. Results

### 3.1. miR-410 Expression Is Biphasic in Prostate Cancer

We examined miR-410 expression in primary PCa (Figure 1A). Prostate cancer clinical tissues (*n* = 9) were micro dissected and miR-410 expression was analyzed by real-time PCR in matched tumor/normal tissues (Figure 1A). miR-410 expression analyses showed that 8/9 tissues show a downregulated expression of this miRNA. We further probed the Cancer Genome Atlas (TCGA) dataset of prostate adenocarcinomas for miR-410 expression using UALCAN portal [20,21] (Figure 1B). Our analyses showed that as compared to normal tissues (*n* = 51), primary prostate adenocarcinomas (*n* = 490) show a significant attenuation of expression of this miRNA (*p* = 0.003 *). We further examined if miR-410 expression correlated with the Gleason score of primary prostate cancer. Our analyses showed that while in a Gleason score of 6–8, miR-410 expression was low, a Gleason score of >8 tended towards higher expression (Figure 1C). We also examined the expression of miR-410 in prostate adenocarcinomas based on their tumor nodal status (Figure 1D). While in N0 tissues, the expression of miR-410 was low, N1 tissues had a higher expression of miR-410. We further examined miR-410 expression across various subtypes of prostate adenocarcinomas. We found that miR-410 expression depends upon the tumor subtype, with those with ERG fusion, ETV1 fusion and SPOP mutations having a lower miR-410 expression as compared to other subtypes (Figure 1E). miR-410 expression analyses in PCa cell lines (Figure 1F) showed that as compared to normal immortalized prostate epithelial cell line RWPE-1, PCa cell lines LNCaP and Du145 had a lower miR-410 expression, while levels in C42B were not much altered. However, PC3 cells and NEPC cell line NCI-H660 were shown to have higher miR-410 expression as compared to RWPE-1 cells. We further analyzed miR-410 expression in microdissected CRPC and NEPC clinical samples (Figure 1G) by real-time PCR analyses. Our data show that miR-410-3p expression tends towards increased levels in NEPC. These data suggest that miR-410 expression is biphasic in prostate cancer, with its levels decreased in the initial stages and increasing in the advanced stage disease. We further examined if miR-410 expression is regulated by androgens. To examine this, we treated LNCaP cells with dihydrotestosterone (DHT) followed by real-time PCR based analyses (Figure S1). We found that miR-410 is significantly downregulated by DHT treatment as compared to control cells.

### 3.2. miR-410 Regulates Proliferation of PCa Cells in a Context Dependent Manner

In view of the observed biphasic expression data of miR-410 in clinical tissues and cell lines, we sought to examine the functional role of this miRNA in prostate cancer. We hypothesized that this miRNA plays a context dependent role in prostate cancer. To examine our hypothesis, we sought to perform functional studies on this miRNA in multiple PCa lines. We overexpressed miR-410-3p in LNCaP, C42B and PC3 (Figure 2A) cells, followed by functional assays. The assessment of miR-410 expression by real-time PCR confirmed its overexpression in miR-410 transfected cells as compared to control cells (Figure 2A). Analyses of cellular viability by MTS assay showed that miR-410 exerts opposite effects in PCa cell lines, with cellular viability decreasing in LNCaP cells and increasing in C42B and PC3 cells over days 2, 3 and 4 as compared to their respective controls (Figure 2B). We further assayed the clonogenicity potential of miR-410 transfectants (Figure 2C) that showed that in LNCaP cells, the colony formation ability is lower as compared to the control, whereas in PC3 and C42B, colony numbers were increased as compared to the corresponding controls.

### 3.3. miR-410 Regulates Cell Cycle Progression of Prostate Cancer Cells in a Context-Dependent Manner

We further assessed the effects of miR-410 expression on the cell cycle by FACS analyses of propidium iodide (PI) stained cells (Figure 3). miR-410 expression in LNCaP cells caused an increase in the G0-G1 phase of the cell cycle with a concomitant decrease in the G2-M phase as compared to miR-CON transfected cells (Figure 3A). However, miR-410 expression in C42B and PC3 cells caused an increase in the S-phase as compared to their corresponding controls (Figure 3B,C). These data suggest a potential tumor suppressor role of miR-410 in androgen-dependent LNCaP cells and an oncogenic role in androgen-independent PC3 and C42B cell lines.

### 3.4. miR-410 Overexpression Influences Migratory and Invasive Properties of PCa Cell Lines

To examine the role of miR-410 in influencing in vitro invasiveness and the migratory ability of PCa cell lines, transwell invasion and migration assays were conducted (Figure 4). miR-410 overexpression led to decreased migratory and invasive abilities in LNCaP cells as compared to the control (Figure 4A). Overexpression of miR-410 in C42B (Figure 4B) and PC3 cells (Figure 4C) led to increased invasion and migration. These data support a context-dependent role of miR-410 as a tumor suppressor or oncogene in prostate cancer.

### 3.5. miR-410 Regulates Epithelial-to-Mesenchymal Transition in Prostate Cancer

In view of its potential effects on the EMT pathway, we analyzed the effects of miR-410 expression on epithelial markers and mesenchymal markers in PCa cell lines. Western blot analyses of LNCaP cells showed an upregulation of epithelial marker E-cadherin and downregulation of mesenchymal marker N-cadherin upon miR-410 expression as compared to the corresponding control, supporting an inhibitory effect of miR-410 on EMT in LNCaP cells (Figure 5A). These observations are in agreement with the potential tumor suppressor role of miR-410 in LNCaP cells. In view of its effects on EMT, we analyzed its potential to directly regulate EMT genes. In silico analyses with Targetscan [22] showed that SNAIL/SNAI1 is a potential miR-410 target as it has two potential miR-410 binding sites within its 3′ untranslated region (UTR), referred to as SNAI1-1 and SNAI1-2 (Figure 5B). Western blot analyses of SNAIL expression showed that miR-410 overexpression causes decreased SNAIL expression (Figure 5C). To validate SNAIL as a direct miR-410 target, we cloned its potential 3′ UTR binding sites 1 and 2 into pmiR-Glo (Promega) luciferase reporter vector. miR-CON/miR-410 was co-transfected with control/SNAI1-1/SNAI1-2 3′ UTR constructs into LNCaP cells followed by luciferase reporter assays (Figure 5D). This assay showed that miR-410 represses the activity of SNAIL via binding to site 2 in its 3′-UTR.

In view of these effects on EMT, we next asked if miR-410 inhibits EMT in C42B and PC3 cells as well. However, contrary to its effects on LNCaP cells, miR-410 overexpression led to a decrease in epithelial marker E-cadherin expression (Figure 5E) in C42B and PC3 cells. SNAIL expression was found to be upregulated in C42B cells, suggesting a context-dependent repression of SNAIL by miR-410 in PCa. SNAIL levels in PC3 cells were not much altered. Also, we found an upregulation of matrix metalloproteinase MMP10 in C42B and PC3 cells (Figure 5F), supporting a potential oncogenic role of this miRNA in these cell lines. In agreement with the tumor suppressor role of miR-410 in LNCaP cells, a decrease in MMP10 expression was observed (Figure 5F).

### 3.6. Microarray Analyses of miR-410 Target Genes Reveals Its Important Role in Critical Cellular Processes

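The arrays titled PC3 carried high levels of prostate luminal genes, and the arrays titled C42B carried high levels of genes known from PC3 cells. KLK3, which encodes prostate-specific antigen, had RMA values (log2) of 11.04 and 11.17 on the arrays titled PC3 miR-CON and PC3 miR-410, and of 7.18 and 6.74 on those titled C42B miR-CON and C42B miR-410. FOLH1, which encodes prostate-specific membrane antigen, had values of 11.84, 12.16, 4.37 and 3.73 in the same order, and ANXA1, which encodes annexin A1, had values of 3.11, 3.27, 11.10 and 11.19. Of 14 measured markers of the LNCaP lineage, from which C42B cells derive, 13 had a higher mean on the arrays titled PC3. Of 16 measured markers of PC3 cells, 15 had a higher mean on the arrays titled C42B.

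**Figure D1:**
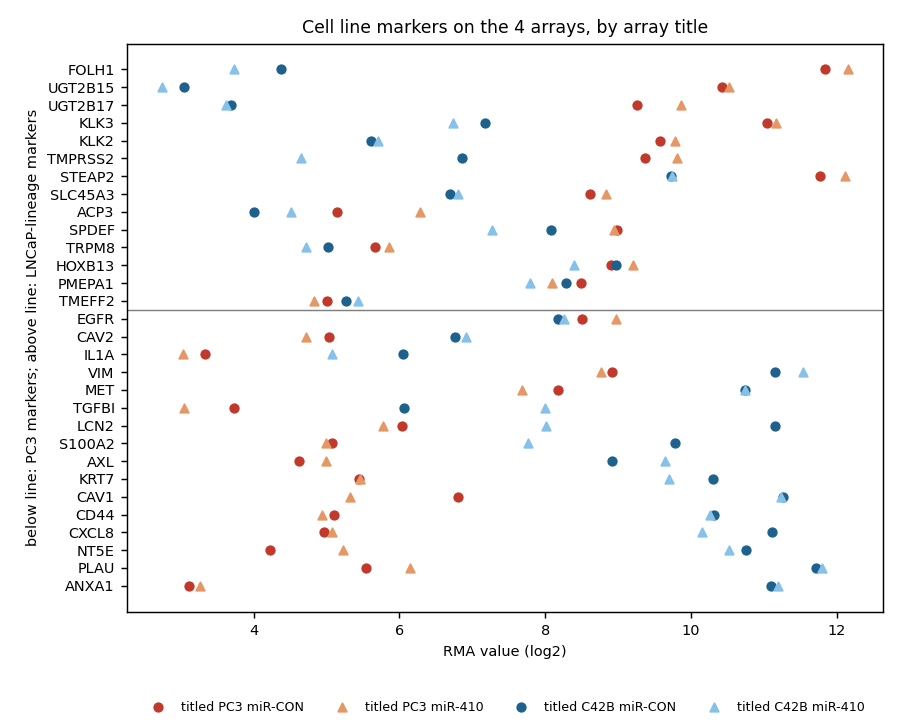
RMA values (log2, horizontal axis) of cell line markers on each of the 4 arrays, named by array title, with PC3 markers below the line and LNCaP-lineage markers above it. Each point is 1 array. KLK3 and FOLH1 lie to the right on both arrays titled PC3, and ANXA1 lies to the right on both arrays titled C42B.

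The series holds 4 Clariom S arrays, 1 for each combination of cell line (PC3, C42B) and stable construct (miR-410, scrambled miR-CON). There are no replicates, so differences within a pair have no error and no replicate check, and the number of arrays limits the precision. For the pair titled PC3, the title names one construct and the genotype and description fields name the other. For the pair titled C42B, title and fields name the same construct. Table 1 shows which arrays the paper's comparisons used. Of its 20 genes, 18 had a named probe set, and for all 18 the printed fold equals, within 0.1%, the ratio of an array titled miR-CON to the array titled miR-410 of the same pair. For the 9 PC3 genes this was the pair titled C42B, and for the 9 C42B genes it was the pair titled PC3. In the text that follows, Table 1's PC3 pair means the arrays titled C42B, Table 1's C42B pair means the arrays titled PC3, and Table 1's direction means the array titled miR-CON minus the array titled miR-410. Values by title have the opposite sign. Table 1's direction is that of the genotype and description fields in the pair titled PC3 and goes against all fields in the pair titled C42B.
The authors normalized the arrays by RMA in Partek and deposited log2 values, whose medians were 6.36, 6.34, 6.39 and 6.35 on the arrays titled PC3 miR-CON, PC3 miR-410, C42B miR-CON and C42B miR-410. Of 21448 probe sets, 17709 had 1 gene symbol and 3739 were unnamed here, and probe sets of a gene were averaged, which gave 17687 genes. Across probe sets, Pearson's r was 0.990 within the pair titled PC3, 0.980 within the pair titled C42B and 0.881 to 0.886 between pairs. The median absolute log2 difference over all genes was 0.164 within the pair titled PC3 and 0.245 within the pair titled C42B. Gene lists were fixed before the data were examined but after Table 1 had been seen. Several follow gene sets that the paper names, and some hold genes of Table 1, such as SLITRK3, CBLN2 and BCHE among the neuronal genes. Such lists are not independent of the paper's results on these arrays. Each list's median was placed among 10000 random lists of the same size matched on mean expression. A median outside the middle 95% of the random lists was taken as apart from them, as a description of these arrays.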

To examine the potential target genes of miR-410 underlying its oncogenic role in PC3 and C42B cells, we performed microarray analyses on the Clariom S platform in these cells stably transfected with miR-410 vs. scrambled miR-410 control construct (Figure 6).

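Epithelial genes formed the most distinct group in Table 1's PC3 pair. Of 60 measured epithelial genes, 23 were at least 2-fold higher and 0 at least 2-fold lower in Table 1's direction, with a median log2 difference of 0.63 at percentile 100 of the random lists. CDH1, which encodes E-cadherin, was higher by a log2 difference of 3.34 and GRHL2, an epithelial transcription factor gene, by 3.70. The LNCaP-lineage markers were also higher on balance in this direction, 9 of 14 with 5 lower, with a median of 0.31 at percentile 99.2. With a loess trend subtracted they no longer stood apart (percentile 97.4). Genes of replication-dependent histones were lower, with 42 of 47 below 0 and a median of -0.30 at percentile 0. Ribosomal protein genes were slightly higher, 28 of 28, with a median of 0.20 at percentile 100. Beyond the genes of Table 1, the highest differences among genes at or above the array median were those of SPARC, a matrix glycoprotein gene (4.15), LCP1, which encodes the actin-bundling plastin (4.12), SLC27A2, a fatty acid transporter gene (3.95), PTGS2, which encodes cyclooxygenase-2 (3.95), and MMP13, a collagenase gene (3.91). The lowest included PYGO1, a Wnt cofactor gene (-2.48), RFX8 (-2.42), FBXO43 (-2.20), GABBR2 (-2.11), FRMD4B (-2.07), FBN1, which encodes fibrillin-1 (-2.03), and DOCK11 (-1.97). In all, 399 genes were at least 2-fold higher and 238 at least 2-fold lower, and at 3-fold these numbers were 176 and 33. On the arrays titled PC3, 78 genes (0.441% of all) were at least 2-fold higher and 0.656% of genes at least 2-fold lower with the array titled miR-410 over the array titled miR-CON, and the epithelial genes did not stand apart there (median -0.01 in Table 1's direction, percentile 39.1). No p-value could be computed per gene. At a 1.6-fold cutoff, chosen after the values were seen, 919 genes were higher and 841 lower in Table 1's PC3 pair. Over all probe sets, with the unnamed ones, these numbers were 1080 and 1043.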

Microarray analyses of PC3 cells (Figure 6A) showed that stable expression of miR-410 leads to the upregulation of 919 genes and downregulation of 741 genes. Downregulated genes included Protein Kinase D1 (PRKD1) and dihydropyrimidinase-like 3 (DPYSL3), among others, while upregulated genes included CEACAM5, epithelial splicing regulatory protein 1 (ESRP1), solute carrier family 6 (amino acid transporter) member 14 (SLC6A14), tandem C2 domains, nuclear (TC2N) and podoplanin (PDPN).

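In Table 1's PC3 pair and direction, PRKD1 had the lowest log2 difference of all 17687 genes (-2.94), and DPYSL3, which encodes a neuronal collapsin response mediator protein, the second place from the bottom (-2.93). RMA values of DPYSL3 were 5.37 on the array titled C42B miR-CON and 8.30 on the array titled C42B miR-410. CABCOCO1, printed in Table 1 under its older name C10orf107, followed with -2.60, and ZNF385B, a zinc finger gene, with -2.51. PDPN, a membrane glycoprotein gene, had the highest difference (5.15), from RMA values of 9.96 on the array titled C42B miR-CON and 4.81 on the array titled C42B miR-410. TC2N (4.94), SLC6A14, an amino acid transporter gene (4.53), ESRP1, a regulator of epithelial splicing (4.50), and CEACAM5, which encodes carcinoembryonic antigen (4.39), took ranks 2, 3, 4 and 5. ESRP1 had values of 10.89 and 6.39 on the arrays titled C42B miR-CON and C42B miR-410.

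**Figure D2:**
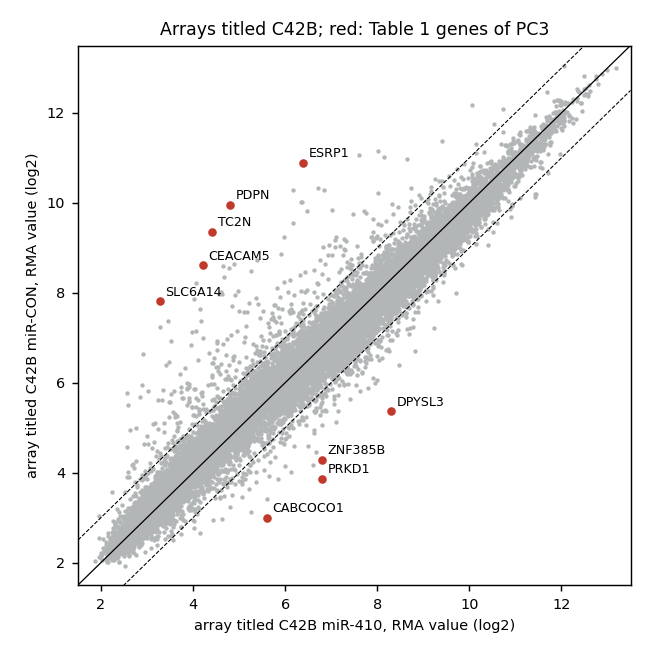
RMA values (log2) of 17687 genes on the array titled C42B miR-CON (vertical axis) against the array titled C42B miR-410 (horizontal axis). Red points are Table 1's PC3 genes, the solid line marks equal values and the dashed lines mark a 2-fold difference. PDPN lies farthest above the lines and PRKD1 farthest below.

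These genes differed less on the arrays titled PC3. The array titled PC3 miR-410 minus the array titled PC3 miR-CON gave log2 differences of -0.94 for DPYSL3, -0.44 for CABCOCO1, -0.58 for ZNF385B, -0.27 for PDPN, 0.10 for TC2N, -0.33 for SLC6A14, 0.14 for ESRP1 and -0.53 for CEACAM5, so the order of Table 1 does not hold there.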

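In Table 1's C42B pair, fewer genes differed, and interferon-related genes stood out among those that were higher. Of 50 measured interferon-response genes, 34 were higher and 16 lower in Table 1's direction, with a median log2 difference of 0.26 at percentile 100. BST2, an antiviral membrane protein gene (1.85), and SAMD9 (1.81) led this list. Genes of the hypoxia response were lower, 23 of 28, with a median of -0.16 at percentile 0.01, led by the collagen-modifying enzyme genes LOX (-1.90) and PLOD2 (-1.46). Genes of the unfolded protein response were lower in 23 of 29 cases, with a median of -0.14 at percentile 0.09 (5.36 without genes of low mean value). Of 40 androgen-regulated and luminal genes, 30 were lower, with a median of -0.16 at percentile 0.01, led by the prostatic acid phosphatase gene ACP3 (-1.16). The LNCaP-lineage markers, all of which are also in this list, were lower, 11 of 14, with a median of -0.20 at percentile 0.05, while the 16 PC3 markers did not stand apart (9 higher and 7 lower, median 0.12, percentile 86.5). Histone genes were higher in 37 of 47 cases, with a median of 0.13. In all, 0.656% of the 17687 genes were at least 2-fold higher and 78 genes (0.441%) at least 2-fold lower, and at 3-fold 36 and 19 genes. Without genes below the array median, 44 were higher and 34 lower. On the arrays titled C42B, 238 genes were at least 2-fold higher and 399 lower with the array titled miR-410 over the array titled miR-CON.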

In C42B cells, 365 genes were upregulated and 273 genes were downregulated upon miR-410 expression as compared to the scrambled control (Figure 6B). 

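In Table 1's C42B pair and direction, SLITRK3, which encodes a synaptic transmembrane protein, had the lowest log2 difference of all genes (-6.47), from RMA values of 3.03 on the array titled PC3 miR-CON and 9.50 on the array titled PC3 miR-410. CBLN2, a synaptic organizer gene, followed with -5.67 and BCHE, which encodes butyrylcholinesterase, with -5.10. SPART, printed in Table 1 under its older name SPG20 (-4.00), and COL12A1, a collagen gene (-3.56), took the next places. The lowest also included LRRN1 (-3.18), CADPS2, a regulator of vesicle release (-2.64), EPHA6, an ephrin receptor gene (-2.31), UTRN, which encodes utrophin (-2.13), and PCDH7 (-2.06). IGFBP3, which encodes a binding protein of insulin-like growth factors, had the highest difference (4.63), from 9.86 on the array titled PC3 miR-CON and 5.22 on the array titled PC3 miR-410. SYT4, a synaptotagmin gene (3.57), CDH6, which encodes K-cadherin (3.47), WLS, a carrier of Wnt proteins (2.93), the pseudokinase gene TRIB2 (2.64), THBS1, which encodes thrombospondin-1 (2.62), TMSB4X (2.57), DLG2 (2.55), SLITRK6 (2.23) and TMEM100 (2.06) were also among the highest of the genes at or above the array median.

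**Figure D3:**
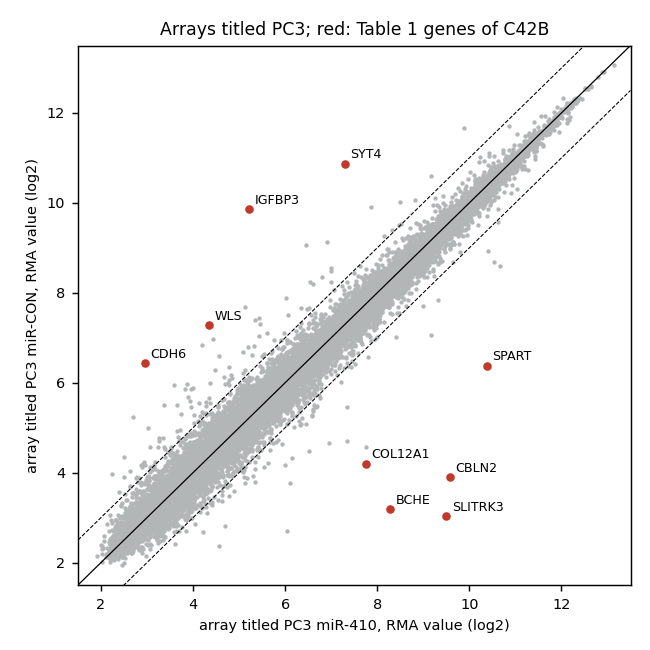
RMA values (log2) of 17687 genes on the array titled PC3 miR-CON (vertical axis) against the array titled PC3 miR-410 (horizontal axis). Red points are Table 1's C42B genes, the solid line marks equal values and the dashed lines mark a 2-fold difference. SLITRK3 lies farthest below the lines and IGFBP3 farthest above.

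By contrast, the array titled C42B miR-410 minus the array titled C42B miR-CON gave log2 differences of 0.10 for SLITRK3, -0.04 for CBLN2, 1.58 for BCHE, 0.46 for SPART, 0.60 for COL12A1, 0.49 for IGFBP3, -0.48 for SYT4, -1.31 for CDH6 and 0.35 for WLS.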

Top upregulated genes included insulin like growth factor binding protein 3 (IGFBP3), testis expressed 15 (TEX15), SYT4 (synaptotagmin IV), and downregulated genes included SLIT and NTRK like family, member 3 (SLITRK3), cerebellin 2 precursor (CBLN2) and butrylcholinesterase (BCHE) (Table 1). 

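Genes of chromosome segregation and of the centromere were lower in Table 1's PC3 pair and direction, and genes of receptor ligands and of leukocyte chemotaxis were higher. Of 96 measured segregation genes, 90 were lower and 6 higher, with a median log2 difference of -0.45 at percentile 0 of the random lists. The cohesin gene STAG1 (-1.56), SGO2, which protects centromeric cohesion (-1.36), and the centromere protein gene CENPI (-1.07) led this group. Genes of S phase and DNA replication were lower in 48 of 57 cases, with a median of -0.27 at percentile 0.25. Random lists of such expression also lay mostly below 0. Their middle 95% ran from -0.192 to -0.029 for segregation and from -0.219 to 0.01 for S phase. Of 176 receptor ligand genes, 126 were higher, 16 of them at least 2-fold, with a median of 0.22 at percentile 100. The cytokine gene TNFSF15 (3.74), S100A9, which encodes a subunit of calprotectin (3.63), and BMP3 (2.36) were highest, and BMP2 (-1.56) and PROS1 (-1.09) were lowest. Of 98 leukocyte chemotaxis genes, 68 were higher, 12 of them at least 2-fold, and 0 were at least 2-fold lower, with a median of 0.26 at percentile 100. The chemokine receptor gene CXCR4 (2.52) and the chemokine gene CCL20 (2.29) were among the highest. The lists of receptor ligands and chemotaxis share 43 measured genes.

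**Figure D4:**
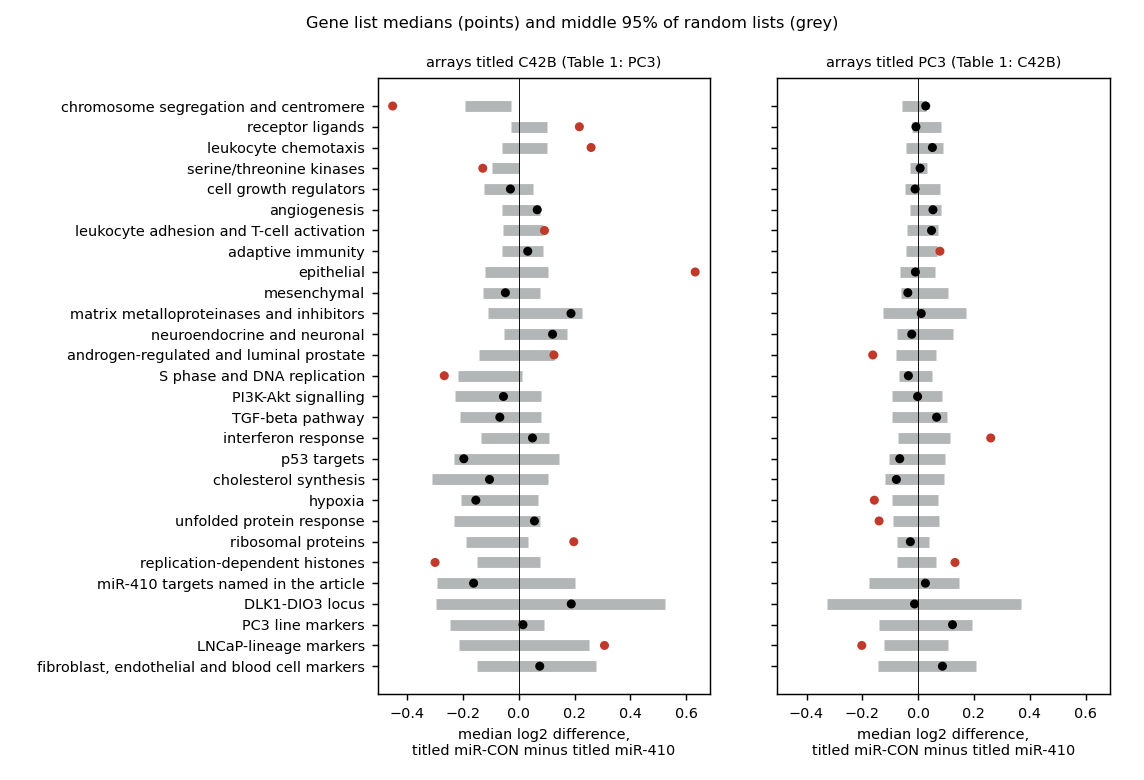
Median log2 difference (horizontal axis, array titled miR-CON minus array titled miR-410) of each gene list in the pair titled C42B (left) and the pair titled PC3 (right). Points are list medians, red where apart from the random lists, and grey bars span the middle 95% of the random lists. On the left, the segregation genes lie at -0.45 and the epithelial genes at 0.63.

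Over all genes, none of these lists stood apart in the pair titled PC3, with medians in Table 1's direction of 0.03 for segregation (percentile 96.9), -0.01 for receptor ligands (percentile 8.90) and 0.05 for chemotaxis (percentile 81.2). Without dim genes, the 28 remaining chemotaxis genes had a median of 0.14 there at percentile 99.7, but with genes kept by the mean of both arrays 23 had one of 0.05 at percentile 86.4. Of 56 list medians in both pairs, 18 stood apart, where 2.8 would be expected if lists and genes were independent. Lists share genes, and genes of a list may vary together between cultures, so the excess cannot be read as a test.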

Gene set enrichment analyses (GSEA) in PC3 cells (Figure 6C and Figure S2) showed an enrichment of genes involved in chromosome organization and segregation, signaling receptor activator activity (Figure S2A), receptor ligand activity (Figure S2B) and leukocyte chemotaxis (Figure S2C). Importantly, we observed a negative enrichment of genes involved in protein serine/threonine kinase activity (Figure S2D). 

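Genes of serine/threonine kinases were lower on balance in Table 1's PC3 pair and direction. Of 314 measured kinase genes, 196 were lower and 118 higher, with a median log2 difference of -0.13 at percentile 0.03 of the random lists (-0.072 at percentile 0.15 with a loess trend subtracted). At least 2-fold differences were few, with 6 lower and 3 higher. After PRKD1, the lowest were DCLK2, a doublecortin-like kinase gene (-2.11), and MAPK10, which encodes the kinase JNK3 (-1.50). The highest were ALPK3, an alpha-kinase gene (1.87), TTN, which encodes titin (1.58), and MAP3K5, which encodes the stress kinase ASK1 (1.36). The kinase genes did not stand apart in the pair titled PC3, with a median of 0.01 in Table 1's direction at percentile 66.1.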

GSEA analyses in C42B cells (Figure 6D) showed the enrichment of cell growth (Figure S3A), angiogenesis (Figure S3B) and positive regulation of cell activation. 

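In Table 1's C42B pair and direction, a few growth and angiogenesis genes were much higher while the lists as a whole lay near 0. Of 97 measured regulators of cell growth, 4 were at least 2-fold higher and 0 at least 2-fold lower, with a median log2 difference of -0.01 at percentile 20.4. After IGFBP3, the highest included INHBA, which encodes an activin subunit (1.41). Of 146 angiogenesis genes, 5 were at least 2-fold higher and 0 lower by that amount, with a median of 0.05 at percentile 82.1. After THBS1, the highest were CALCRL, a receptor gene for calcitonin-family peptides (2.11), and CAV1, which encodes caveolin-1 (1.49). Among the 44 angiogenesis genes at or above the array median, the median was 0.14 at percentile 99.99, so the angiogenesis list stood apart once dim genes were left out. Neither list stood apart in the pair titled C42B, with medians in Table 1's direction of -0.03 for cell growth (percentile 56.3) and 0.07 for angiogenesis (percentile 94.5).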

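Genes of adaptive immunity (complement, MHC and immunoglobulin receptors) were slightly higher on balance in Table 1's C42B pair and direction. Of 126 measured genes of adaptive immunity, 81 were higher and 45 lower, with a median log2 difference of 0.08 at percentile 99.2 of the random lists. HLA-DRA (2.36) and HLA-DPA1 (1.17), which encode chains of MHC class II, and CD274, which encodes the checkpoint ligand PD-L1 (1.51), were the only 3 at least 2-fold higher, and 0 were lower by that amount. Without dim genes the list's median was 0.05 at percentile 92.3 and no longer stood apart. Of 137 genes of leukocyte adhesion and T-cell activation, 78 were higher, with a median of 0.05 at percentile 87.1, which is not apart from the random lists. These lists share 43 measured genes, among them the 3 named. For the arrays titled C42B, the adhesion genes had a median of 0.09 in Table 1's direction (percentile 98.1, but 94.4 with a loess trend subtracted) and the adaptive immunity genes one of 0.03 (percentile 68.3).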

Interestingly, immune-related pathways such as those involved in leukocyte cell–cell adhesion and adaptive immune response based on somatic recombination of immune receptors built from immunoglobulin superfamily domains were represented (Figure S3C,D).

### 3.7. Protein Kinase D1 Is a Potential miR-410 Target in Prostate Cancer

In view of our analyses showing potential regulation of genes involved in protein serine/threonine kinase activity (Figure S2C), we focused on this gene set. 

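PRKD1, a serine/threonine kinase gene, had RMA values (log2) of 3.86 on the array titled C42B miR-CON and 6.80 on the array titled C42B miR-410. In Table 1's PC3 pair and direction this is a 7.69-fold lower level, at rank 1 of 17687 genes from the lowest. By the titles of the same arrays, the level is higher with miR-410. The arrays titled PC3 miR-CON and PC3 miR-410 had PRKD1 values of 10.15 and 10.23, a 1.06-fold difference, below the median absolute difference of that pair. With 1 array per construct, none of these differences could be set against a spread between cultures, and the binding site was not analysed here.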

Our analyses showed that Protein Kinase D1, a gene found to be highly downregulated by miR-410 overexpression in PC3 cells, possess a potential miR-410 binding site (Figure 7A). To confirm the microarray data, we assessed *PRKD1* expression levels in miR-410 transfected PC3 and C42B cells by real-time PCR (Figure 7B). We found a significant downregulation of *PRKD1* levels in C42B and PC3 cells upon miR-410 overexpression as compared to control transfected cells. We also examined protein levels of PRKD1 upon miR-410 overexpression by Western blot analyses (Figure 7C). In agreement with real time PCR data, Western blot analyses showed a significant downregulation of PRKD1 expression in miR-410 treated cells as compared to miR-CON treated cells. These data validate PRKD1 as a potential miR-410 target. We further sought to validate additional genes identified to be dysregulated by microarray analyses. We found that Akt1 and pan-Akt are upregulated by miR-410 expression in PC3 cells. The levels of these proteins were not much altered in C42B cells. C42B cells showed a prominent upregulation of TGF-β protein levels upon miR-410 overexpression, consistent with its effects on EMT in this cell line. These data suggest an important role of miR-410 in signaling pathways related to cellular proliferation and EMT.

### 3.8. Effects of miR-410 Overexpression In Vivo

Next, we sought to examine the functional impact of miR-410 expression in vivo in a PCa xenograft mouse model (Figure 8). PC3 cells stably transfected with miR-CON/miR-410 expression construct (Figure 2A) were used for these studies. Control miR or miR-410 expressing cells were subcutaneously injected into two groups of nude mice (*n* = 6 for control group, *n* = 8 for miR-410). Our results show that miR-410 overexpression led to increased growth of xenograft tumors over time, validating its role as an oncogenic miRNA in PC3 cells (Figure 8A). We harvested tumors from control and test mice followed by real-time PCR-based analyses of miR-410 expression (Figure 8B). Our analyses confirmed miR-410 overexpression in the test mice as compared to the control mice. These data validate the in vivo oncogenic role of miR-410.

### 3.9. miR-410 Regulates the Expression of Neuronal Markers in Prostate Cancer

In view of increased expression of miR-410 observed in NEPC tissues, we next asked if miR-410 expression plays a role in driving NEPC. Towards this, we performed real-time PCR-based expression analyses of neuronal markers upon miR-410 overexpression in C42B (Figure 9). Our analyses shows that the expression of neuronal markers, primarily synaptophysin (SYP) is regulated by miR-410. Overexpression of miR-410 in C42B led to a significant increase in SYP, ENO2 and non-significant increases in N-Myc and BRN2 expression.

Real-time PCR-based analyses of indicated neuronal markers in C42B cells transfected with miR-CON/miR-410. GAPDH was used as an endogenous control.

## 4. Discussion

The mechanistic basis of PCa progression and metastasis is not well understood leading to the lack of effective diagnostic and prognostic biomarkers for the disease. Therapeutic strategies for castration-resistant prostate cancer are limited, and the emergence of neuroendocrine differentiation in CRPC patients as a result of treatment with second generation of AR pathway inhibitors poses significant clinical challenges. It has been recognized that in addition to genetic alterations, PCa progression involves alterations in critical epigenetic factors such as miRNAs [10]. However, there are still gaps in our understanding of the role of miRNAs in this disease. In this study, we delineate the role of miR-410, a little studied miRNA in PCa. To our knowledge, to date, there is only one study that examined the role of miR-410 in PCa and reported it to be an oncogenic miRNA that directly represses the tumor suppressor PTEN [18]. In contrast, our findings suggest a potential dual role of miR-410 in prostate cancer. Our data suggest that this miRNA is downregulated by androgens and acts as a tumor suppressor in the early stages of primary PCa. However, with increasing disease aggressiveness, miR-410 expression increases, and in the context of the advanced disease, it behaves as an oncogenic miRNA. Similar to our findings on a potential context dependent role of miR-410 as either a tumor suppressor or oncogene in PCa, it has been reported that miR-410 exhibits a context-dependent role in adenomas [23]. This study showed that it acts as an oncogenic miRNA in gonadotroph and corticotroph adenoma cells where it activates MAPK, PTEN/AKT and STAT3 signaling pathway. However, in somatotroph adenoma cells, it has been reported to suppress the activity of these signaling pathways and thereby play a tumor suppressor role.

Epithelial-to-mesenchymal transition (EMT) is a complex embryonic developmental program that is reactivated in cancer cells and is orchestrated by multiple signaling pathways by various inducers such as the Transforming Growth Factor-β (TGF-β) [10]. The process of EMT is defined by alterations in gene expression, involving the downregulation of epithelial genes, such as E-cadherin and the upregulation of mesenchymal genes such as vimentin and N-cadherin. It is a pivotal step in tumor invasion and metastasis [10] and it is orchestrated by several transcription factors (TFs) including SNAIL and ZEB families [24]. As a result of EMT, cancer cells become motile and invasive, detaching from primary tumors and colonizing distant sites. At distant sites, cells often undergo the reverse process, referred to as mesenchymal-to-epithelial transition (MET), reverting back to immotile epithelial states, leading to the development of secondary tumors [25]. In prostate cancer (PCa), EMT has been implicated in playing a crucial role, particularly in the context of metastatic disease [26,27,28,29]. Epithelial marker E-cadherin is commonly lost or shows reduced expression in prostate cancer [26,27], along with a gain of N-cadherin. These EMT related changes are associated with multiple end points of progression and mortality [30]. A large body of evidence suggests that miRNAs are crucial regulators of EMT [31] in prostate cancer and other cancers [32,33,34]. Prominent examples of EMT regulating miRNAs include miR-200 family and miR-205 that directly target EMT-TFs including ZEB1 and ZEB2 [32,35,36,37,38,39,40,41], amongst other targets [38]. We showed the role of miR-203 in inhibiting PCa EMT by directly targeting ZEB2 and BMI1, thereby regulating PCa invasion and metastasis [27,42]. In the present study, we found that miR-410 regulates PCa EMT in a context-dependent manner. In the androgen-dependent PCa cell line LNCaP, miR-410 directly represses SNAIL via binding to its target site within its 3′ UTR, thereby inhibiting EMT. In view of these data, we propose that the loss of miR-410 expression in primary PCa would lead to SNAIL upregulation, promoting EMT and disease progression.

Contrasting the tumor suppressive effects of miR-410 in LNCaP cells, this miRNA exhibits oncogenic effects in PC3 and C42B cells pointing to its context-dependent role in prostate cancer. Our data support a context-dependent regulation of its target genes by miR-410. SNAIL was not found to be inhibited in C42B and PC3 cells in agreement with the opposite effects of this miRNA in PCa EMT in these cell types. In other cancers, miR-410 has been shown to play either an oncogenic role or tumor-suppressive role pointing to the dual effects of this miRNA [43]. miR-410 acts as an oncogene in non-small-cell lung cancer, liver cancer and colorectal cancer, while it acts as a tumor suppressor in pancreatic cancer, bone cancer and gastric cancer. miR-410 negatively regulates Bcl2 antagonist killer 1 (BAK1), Centrin 3 (CETN3) and Bromodomain containing protein 7 (BRD7) to promote other cancers. However, miR-410 effectively targets c-MET and Angiotensin II Type 1 receptor (AGTR1) to suppress cancer [43]. It was also reported to target SNAIL in MDA-MB-231 cells [43].

Importantly, in this study, we identify PRKD1 as a novel miR-410 target gene in androgen-independent cell lines. PRKD1 belongs to the family of calcium calmodulin kinases, which has been reported to be reduced in metastatic prostate cancer as compared to the localized disease [44]. PRKD1 signaling plays an important role in the regulation of cellular proliferation, adhesion, EMT, invasion, migration, immune response and angiogenesis [44,45]. Interestingly, it has been reported that PRKD1 suppresses EMT through phosphorylation of SNAIL [46]. PRKD1 phosphorylates SNAIL on Serine 11 that triggers the nuclear export of SNAIL via binding to a 14-3-3σ protein. Upon nuclear export, phosphorylated SNAIL cannot repress E-cadherin effectively, leading to E-cadherin induction [46]. In light of these studies and our present results, we propose that the biphasic expression of miR-410 expression in PCa cell lines is inversely correlated to PRKD1 expression that determines PCa EMT outcomes. We propose that in advanced prostate cancer, miR-410 upregulation leads to PRKD1 inhibition that promotes EMT, likely via non-phosphorylation of SNAIL and other mechanisms such as β-catenin activation [46]. Further, increased MMP10 expression observed in androgen-independent cell lines as compared to androgen-dependent cell lines may be attributed to differential miR-410-mediated PRKD1 regulation in these cell lines. It has been shown that MMP10 expression is controlled by PRKD1 expression [47]. Increased MMP10 expression observed in androgen-independent cell lines upon miR-410 expression was correlated with increased in vitro invasiveness of these PCa cell lines. These data suggest that miR-410 likely impacts MMP10-mediated invasive behavior of PCa cell lines via its direct effects on PRKD1 expression.

EMT is a complex process influenced by multiple signaling pathways. Androgen-dependent and independent PCa cell lines might have distinct signaling pathway activities. We propose that miR-410 directly targets SNAIL in androgen-dependent cell lines that leads to EMT inhibition. However, in androgen-independent cell lines, miR-410 may be titrated away from its potential binding sites on SNAIL 3′ UTR likely via an alternate mechanism such as lncRNA (long non-coding RNA) binding. In androgen-independent cell lines, miR-410 was shown to regulate PRKD1 that leads to EMT induction. PRKD1 is known to cross-talk with AR signaling and interplay with β-catenin, leading to EMT induction [48,49]. These findings highlight the complexity and interplay of signaling pathways underlying prostate cancer EMT. It has been reported that in multiple myeloma cells, miR-410 is negatively modulated by lncRNA OIP5-AS1 that prevents its repression of its target Kruppel-Like factor 10 (KLF10) [50]. In agreement with our findings on the role of miR-410 in prostate cancer EMT, other miRNAs in this cluster including miR-154* and miR-379 were shown to facilitate tumor growth, EMT and prostate cancer bone metastasis [51]. PI3K-Akt signaling was found to be upregulated by miR-410 expression. These signaling pathways have been reported to be activated as cells undergo neuroendocrine differentiation upon AR targeted therapies [52]. In agreement, our data suggests that miR-410 upregulates synaptophysin and other neuronal markers. Future mechanistic studies will define the target genes directly regulated by miR-410 that promote therapy induced NED in PCa cells. GSEA analyses showed a potential regulatory role of miR-410 in controlling the expression of genes associated with the development and function of immune cells, particularly those involved in generating diverse immune receptors. Overall, our findings underscore the complexity of miRNA-mediated gene regulation and the dynamic nature of cellular processes in cancer. Further research focused on delineating miR-410 regulated signaling pathways in advanced PCa and its potential interplay with immune-related pathways is warranted.

In conclusion, our study defines a complex, context-dependent role of miR-410 in prostate cancer. Our data support the role of miR-410 in regulating the crucial process of EMT, thereby impacting PCa progression and metastasis. Our findings have important translational implications. In view of its critical roles in PCa, PRKD1 inhibition is exploited as a therapy for advanced prostate cancer [44]. In view of our data suggesting the potential inhibition of PRKD1 by miR-410, we suggest that miR-410 can be potentially exploited for advanced PCa therapy. Since miRNAs regulate pleiotropic targets, miRNA-based therapy is advantageous as compared to single agents.

## 5. Conclusions

Our research indicates that miR-410 serves as a tumor suppressor during the early phases of the disease by inhibiting epithelial-to-mesenchymal transition (EMT) through direct repression of the EMT-inducing transcription factor, SNAIL. However, in more advanced stages and higher grades of the disease, miR-410 adopts an oncogenic role via inhibition of PRKD1, possibly contributing to neuroendocrine differentiation. These discoveries hold significant significance in enhancing our comprehension of the molecular mechanisms underlying the progression of prostate cancer, potentially leading to translational applications.

## Figures and Tables

**Figure 1:**
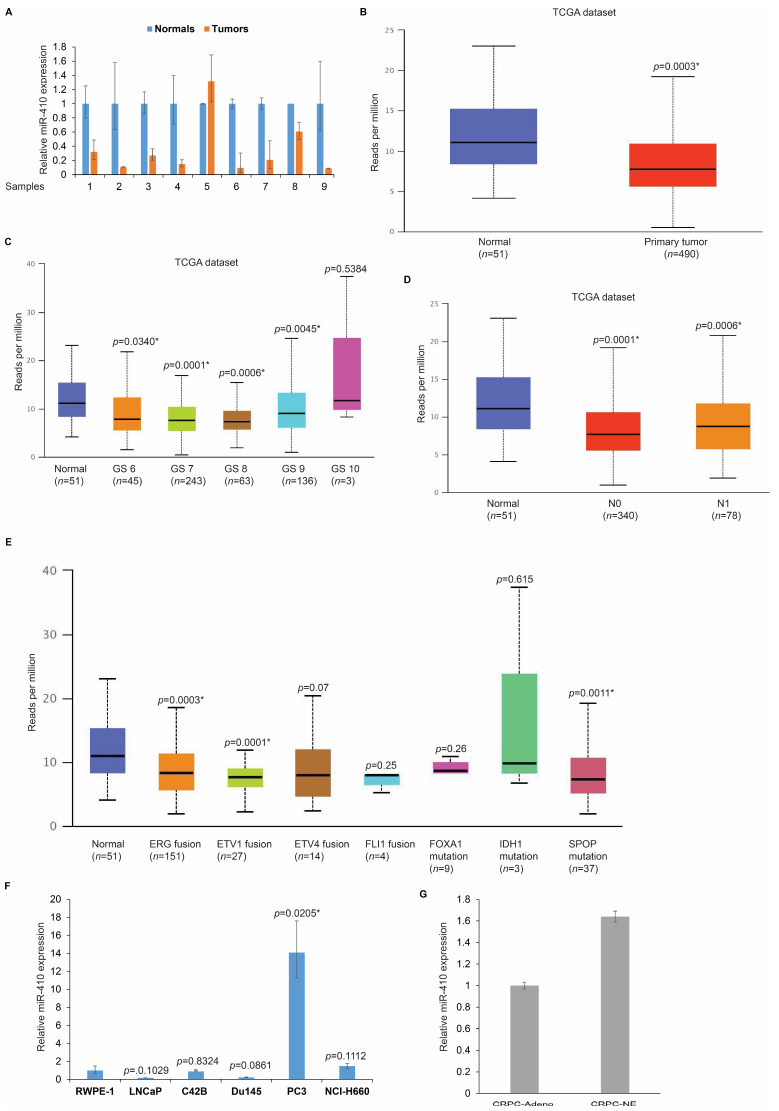
Analyses of miR-410 expression in PCa clinical samples and cell lines. (**A**) miR-410 expression analyses in matched tumor/normal PCa tissues (*n* = 9) as assessed by real-time PCR. RNU48 was used as an endogenous control. Error bars represent SEM. (**B**) miR-410 expression in TCGA dataset of prostate adenocarcinomas. Expression in normal tissues (*n* = 51) and primary prostate adenocarcinomas (*n* = 490) are represented. (**C**) miR-410 expression analyses in primary PCa stratified by Gleason score. (**D**) miR-410 expression in normal tissues vs. prostate adenocarcinomas with N0 or N1 tumor nodal status. (**E**) miR-410 expression in normal prostate tissues and various subtypes of prostate adenocarcinomas. (**F**) miR-410 expression analyses in normal immortalized prostate epithelial cell line RWPE-1 and indicated PCa cell lines. RNU48 was used as an endogenous control. (**G**) miR-410 expression in microdissected CRPC-Adenocarcinomas and CRPPC-NE clinical samples as assessed by real-time PCR analyses. RNU48 was used as an endogenous control. * denotes *p* < 0.05.

**Figure 2:**
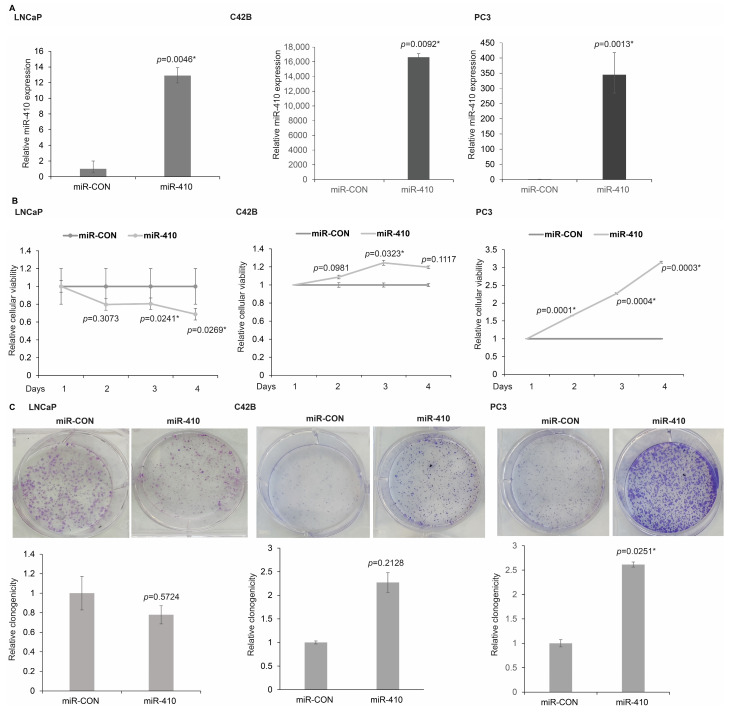
miR-410 regulates proliferation of PCa cells in a context-dependent manner. (**A**) Real-time PCR-based assessment of miR-410 expression in LNCaP, C42B and PC3 cell lines relative to their respective controls. (**B**) Relative cellular viabilities in LNCaP, C42B and PC3 cells lines transfected with miR-CON/miR-410 as assessed by MTS cellular viability assays. (**C**) Clonogenicity assays in miR-CON/miR-410 transfected LNCaP, C42B and PC3 cell lines. * denotes *p* < 0.05.

**Figure 3:**
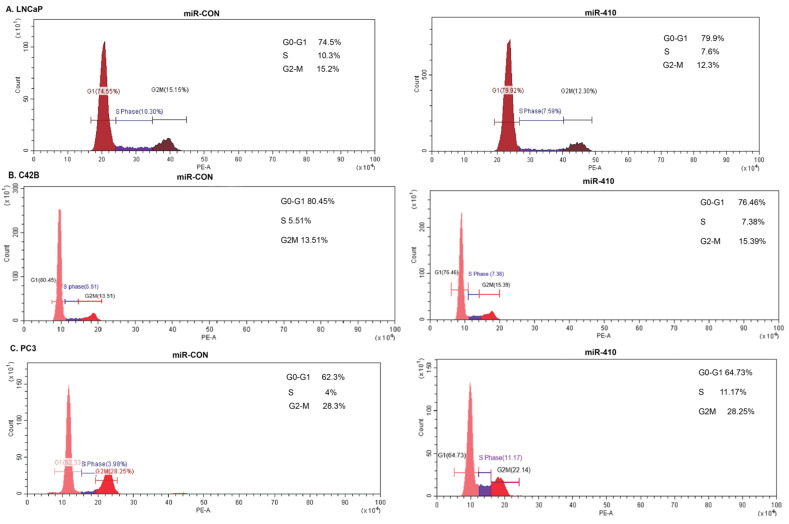
miR-410 regulates cell cycle progression of PCa cells in a context dependent manner. FACS analyses of propidium iodide stained (**A**) LNCaP, (**B**) C42B and (**C**) PC3 cell lines transfected with miR-CON/miR-410. Cell cycle analyses were performed after 72 h of transfection.

**Figure 4:**
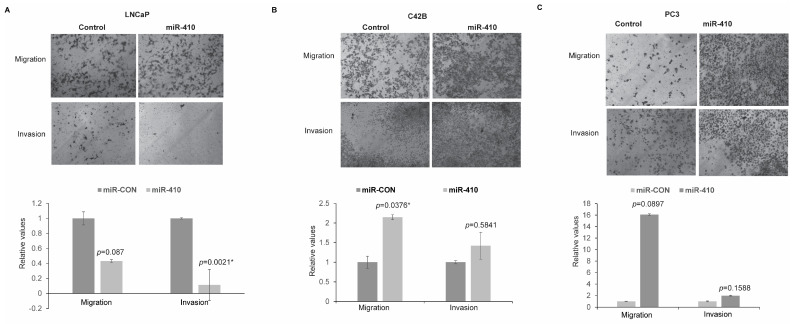
miR-410 overexpression influences migratory and invasive properties of prostate cancer cell lines. Transwell in vitro migration and invasion assay in control/miR-410 transfected (**A**) LNCaP, (**B**) C42B and (**C**) PC3 cells. Bar graphs below represent relative migratory/invasive abilities of transfected cells. Representative pictures of migrated/invaded cells are shown above. Pictures were taken on Keyence microscope (Itasca, IL, USA) at 10× magnification. * denotes *p* < 0.05.

**Figure 5:**
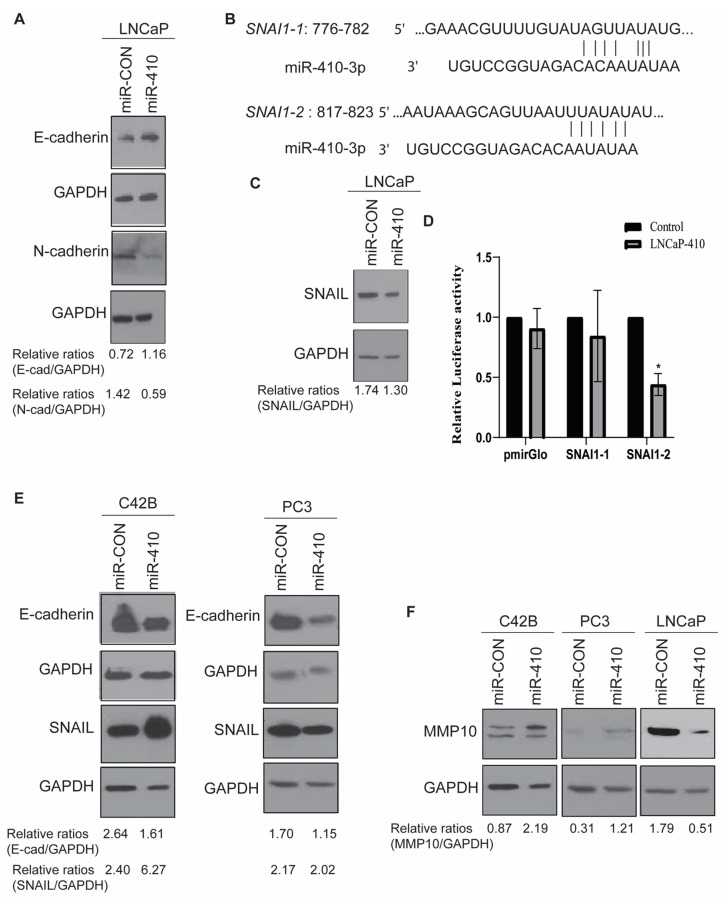
miR-410 regulates epithelial-to-mesenchymal transition in prostate cancer. (**A**) Western blot analyses of indicated proteins in miR-CON/miR-410 transfected LNCaP cells. GAPDH was used as a loading control. (**B**) Schematic representation of 3′ UTR of SNAI1 showing the complementarity of two putative binding sites, SNAI1-1 (Site 1) and SNAI1-2 (Site 2), with miR-410 seed sequence. (**C**) Western blot analyses of SNAIL expression in miR-CON/miR-410 transfected LNCaP cells. GAPDH was used as a loading control. (**D**) Luciferase reporter assay in LNCaP cells transfected with miR-CON/miR-410 and co-transfected with control pmiR-Glo or SNAI1-1 or SNAI1-2 3′ UTR constructs. Firefly and Renilla luciferase activities were measured, and the relative luciferase activities were plotted. (**E**) Western blot analyses of indicated proteins in miR-CON/miR-410 transfected PC3 and C42B cells. GAPDH was used as a loading control. (**F**) Western blot analyses of MMP10 in C42B, PC3 or LNCaP cells. GAPDH was used as a loading control. All Western blot images were analyzed by Image J Version 1.54d and relative band intensities were calculated and are shown below the blots. * denotes *p* < 0.05.

**Figure 6:**
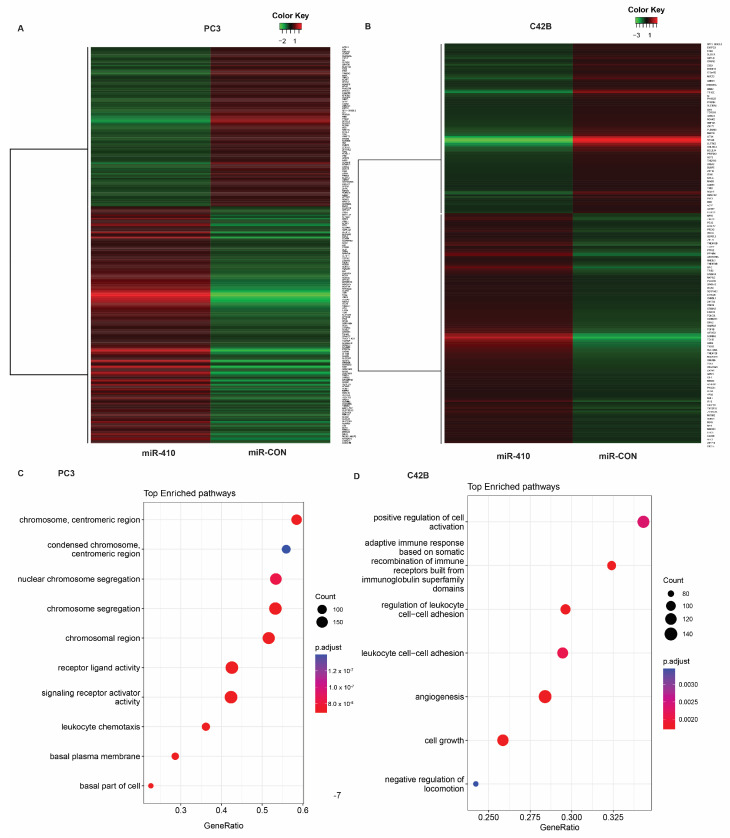
Microarray analyses of miR-410 target genes reveal its important role in critical cellular processes. (**A**) Heat map showing the dysregulated genes in control vs. miR-410 transfected PC3 cells; (**B**) heat map showing the dysregulated genes in control vs. miR-410 transfected C42B cells; (**C**) GSEA analyses showing top-enriched pathways in miR-410 transfected as compared to miR-CON transfected PC3 cells; (**D**) GSEA analyses of miR-410 transfected as compared to miR-CON transfected C42B cells.

**Figure 7:**
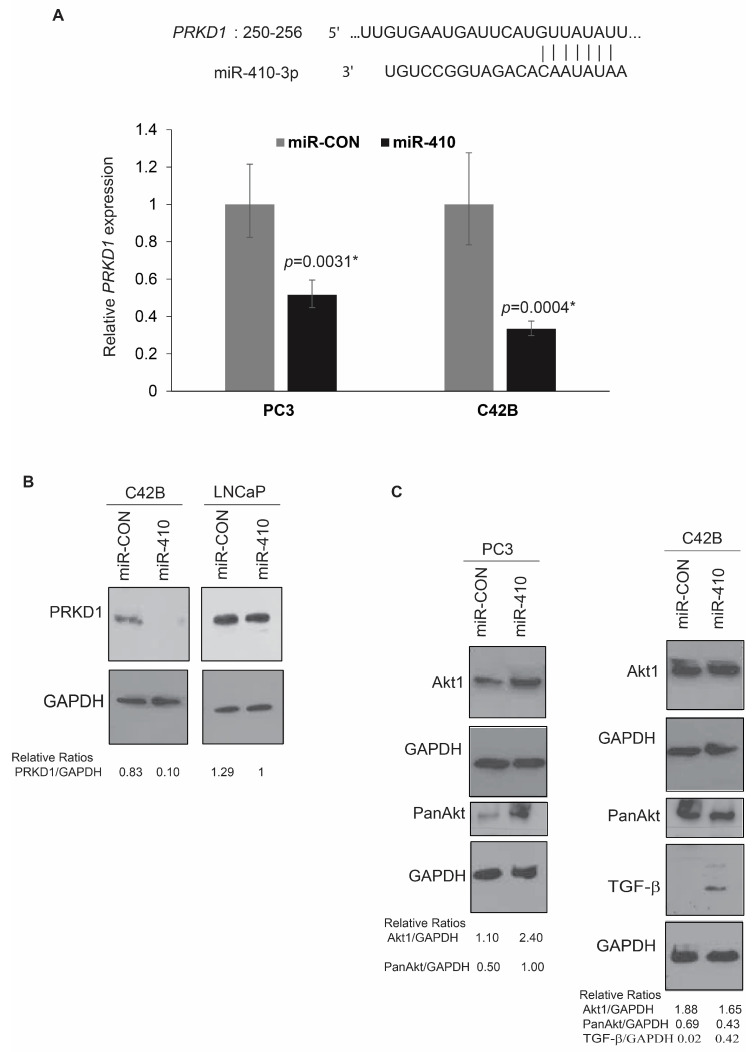
Protein Kinase D1 is a potential miR-410 target in prostate cancer. (**A**) **Upper** panel: Schematic representation showing potential miR-410 binding site in *PRKD1* 3’ UTR. **Lower** panel: Real time PCR analyses of relative PRKD1 expression in control vs miR-410 transfected PC3 and C42B cells. GAPDH was used as an endogenous control. (**B**) Western blot analyses of PRKD1 expression in indicated cell lines. GAPDH was used as a loading control. (**C**) Western blot analyses of indicated proteins in PC3 and C42B cells. GAPDH was used as a loading control. Band intensities were quantified by Image J and relative ratios are represented. * denotes *p* < 0.05.

**Figure 8:**
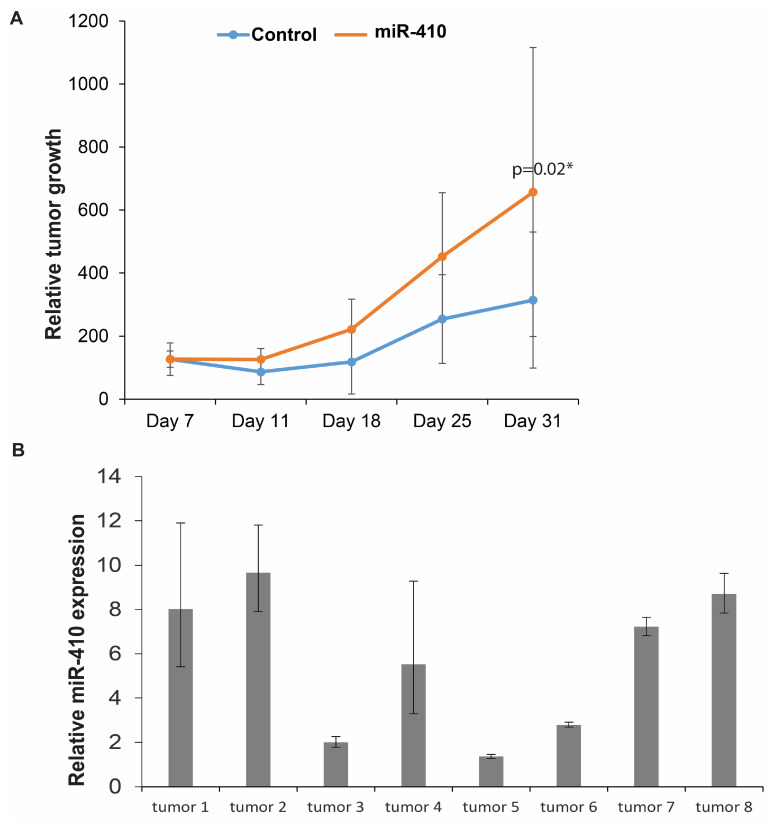
Effects of miR-410 overexpression in vivo. (**A**) Control miR or miR-410 expressing PC3 cells were subcutaneously injected into two groups of nude mice (*n* = 6 for control group, *n* = 8 for miR-410) followed by periodic monitoring of tumor growth. Relative tumor growths at various time points are shown. (**B**) Real-time PCR-based assessment of miR-410 expression in control vs. miR-410 expressing PC3 xenograft tumors. * denotes *p* < 0.05.

**Figure 9:**
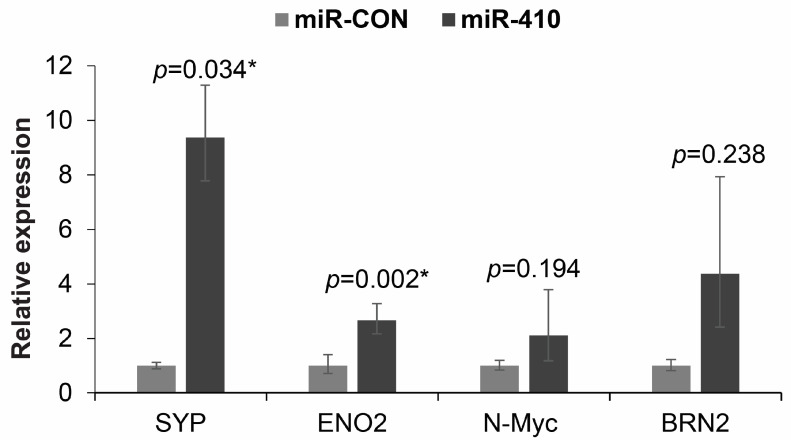
miR-410 regulates the expression of neuronal markers in prostate cancer. * denotes *p* < 0.05.

**Table 1:** Dysregulated genes identified by microarray analyses of miR-410 target genes in PC3 and C42B cell lines.

Cell Line	Gene	Fold Change
PC3	PRKD1	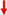 −7.69474
	DPYSL3	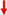 −7.63739
	C10orf107	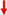 −6.0686
	FAM20C	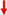 −6.02488
	ZNF385B	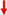 −5.69932
	PDPN	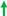 35.5498
	TC2N	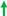 30.7099
	SLC6A14	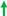 23.1731
	ESRP1	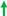 22.6367
	CEACAM5	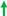 20.9757
C42B	SLITRK3	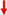 −88.5435
	CBLN2	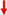 −51.0595
	BCHE	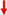 −34.1878
	SPG20	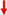 −16.0452
	COL12A1	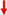 −11.7891
	IGFBP3	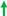 24.7997
	TEX15	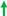 12.3031
	SYT4	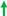 11.8595
	CDH6	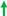 11.082
	WLS	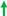 7.63086

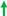
 Up-regulation; 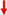 Down-regulation.

## Data Availability

All reported data are included in the article. Microarray data generated in the study are deposited in Gene Expression Omnibus under Accession no. GSE245308.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cancers16010048/s1, Figure S1: miR-410 expression is decreased upon treatment of LNCaP cells with DHT; Figure S2: GSEA analyses of miR-410 target genes in PC3 cells; Figure S3: GSEA analyses of miR-410 target genes in C42B cells; Figure S4: The original western blot figures.

# Supplementary material for: miR-410 Is a Key Regulator of Epithelial-to-Mesenchymal Transition with Biphasic Role in Prostate Cancer
**Source:** Cancers (Basel). 2023 Dec 21;16(1):48. doi: 10.3390/cancers16010048
**Supplement:** Supplementary file 1

Supplemental figure legends:

Figure S1 miR-410 expression is downregulated upon treatment with dihydrotestosterone

LNCaP cells were treated with indicated concentration of DHT followed by real time PCR analyses of miR-410 expression. RNU48 was used as an endogenous control.

Figure S2 GSEA analyses of miR-410 target genes in PC3 cells (related to Figure 6C)

Enrichment scores for prominent pathways altered by miR-410 in PC3 cells are shown.

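Running enrichment scores were computed from Table 1's PC3 pair and direction, with genes ranked by log2 difference. They cover the lists nearest to the panels of Figure S2, and the chromosome segregation list, which has no panel there. A running score rises at members of a list and falls elsewhere, and its largest excursion is the enrichment score. The score was 0.504 for receptor ligands, above all 1000 random lists matched on expression, whose middle 95% ran from -0.228 to 0.358. Leukocyte chemotaxis genes had a score of 0.589 (random lists from -0.273 to 0.381). Serine/threonine kinase genes had a score of -0.326 (random lists from -0.275 to 0.263), and chromosome segregation genes one of -0.678 (random lists from -0.414 to 0.275). With genes ranked by signed linear fold, a ranking added after the values were seen, the kinase score was -0.188 (random lists from -0.135 to 0.144).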

Figure S3 GSEA analyses of miR-410 target genes in C42B cells (related to Figure 6D)

Enrichment scores for prominent pathways altered by miR-410 in C42B cells are depicted. GSEA analyses was conducted on microarray data generated from C42B cells transfected with miR-CON/ miR-410.

Figure S4 Original Western Blot figures(related to Figures 5 and 7)

Blots showing the relative expression of indicated proteins in PC3, C42B and LNCaP cells.

Figure S1. miR-410 expression is downregulated upon treatment with dihydrotestosterone.

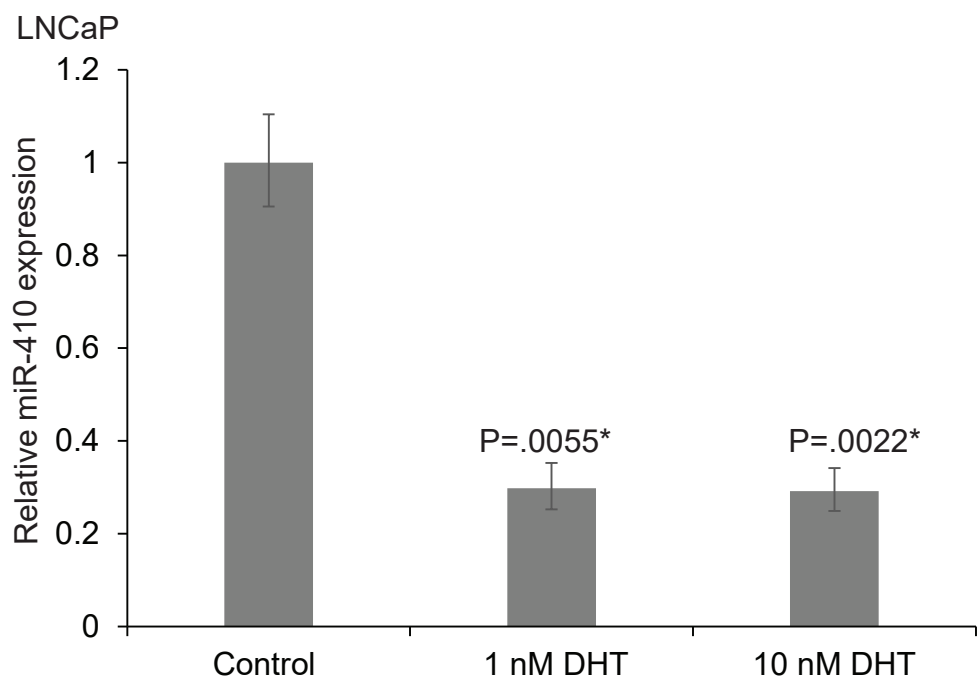

Figure S2. GSEA analyses of miR-410 target genes in PC3 cells.

A

receptor ligand activity

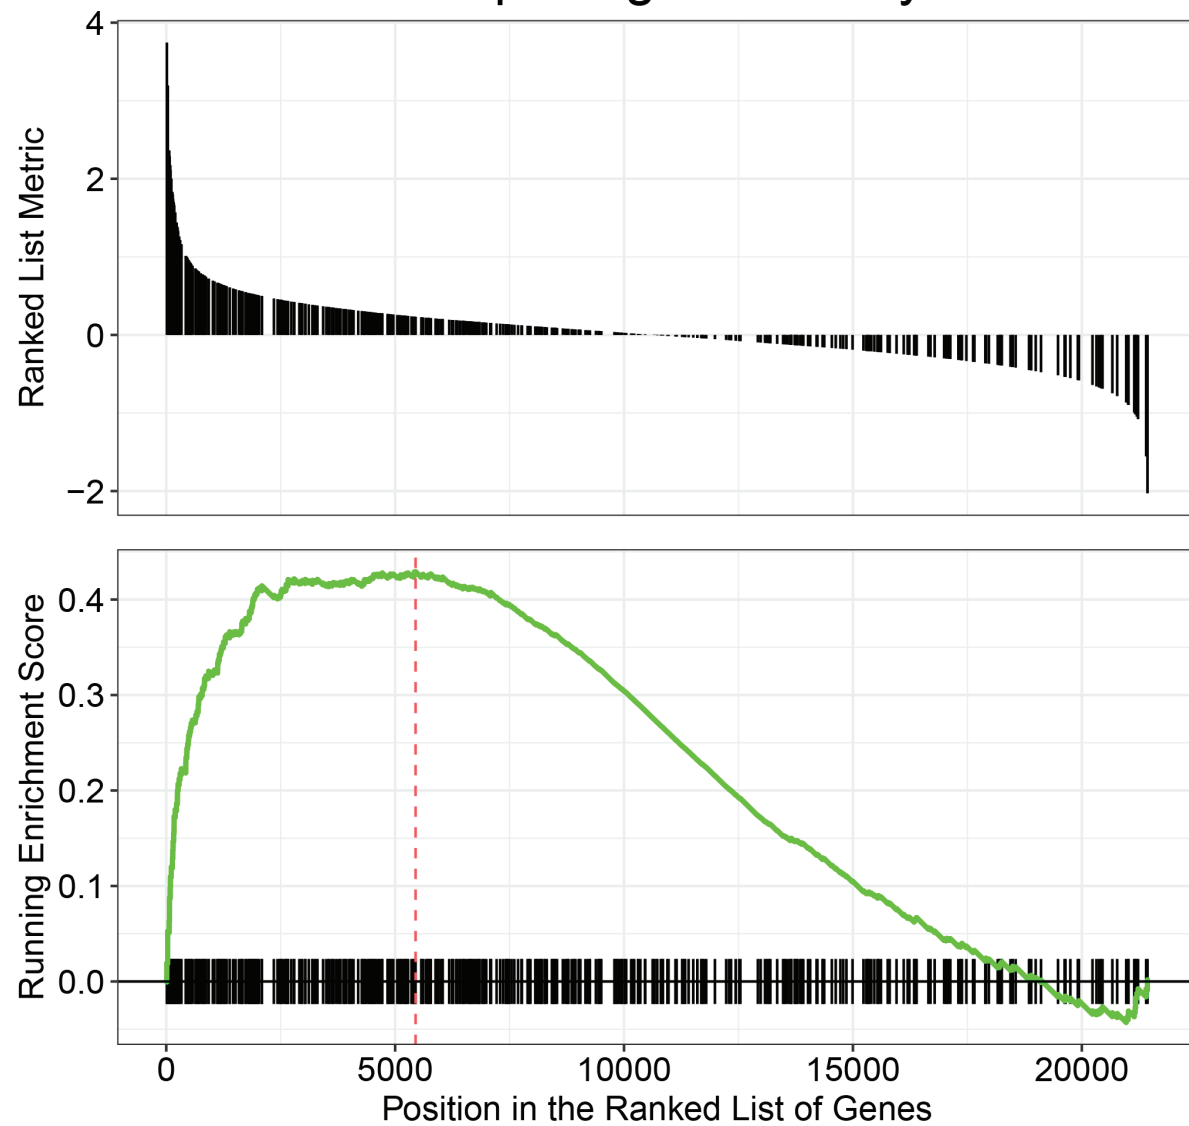

B

signaling receptor activator activity

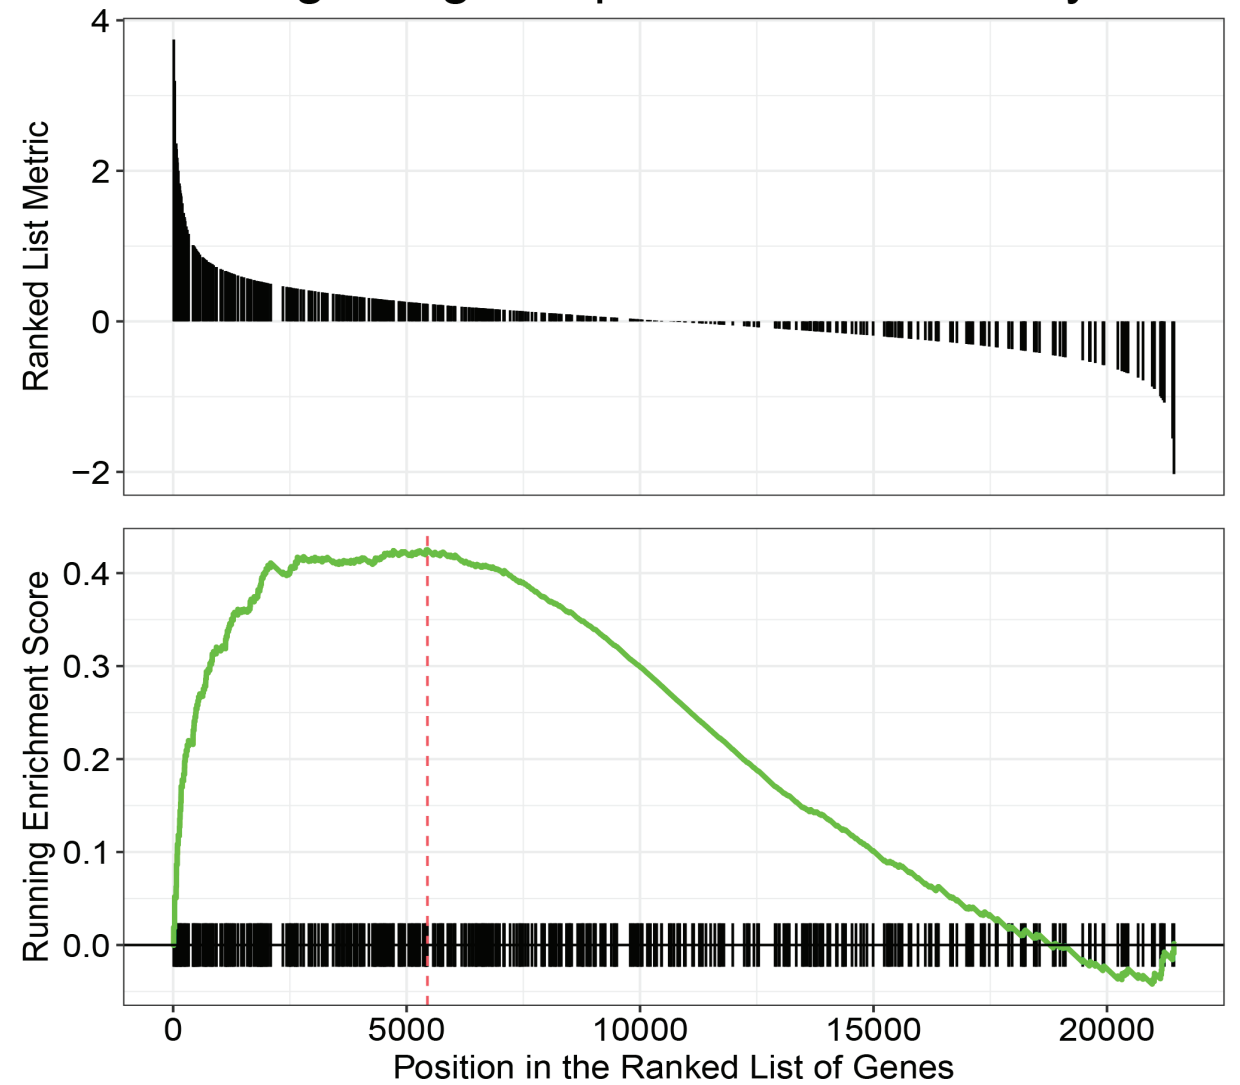

C

leukocyte chemotaxis

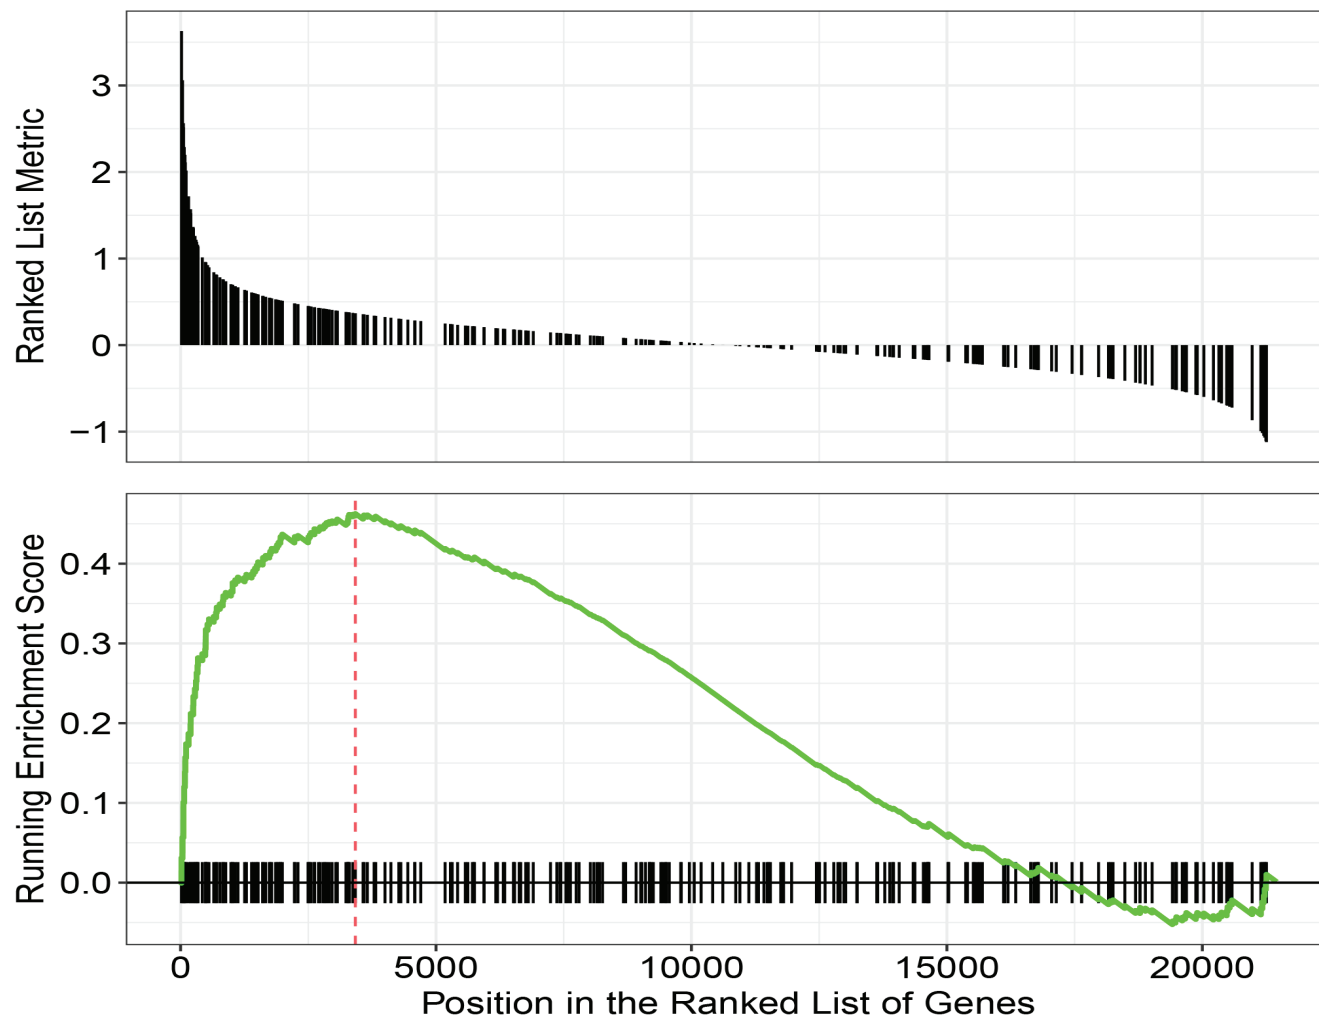

D

protein serine/threonine kinase activity

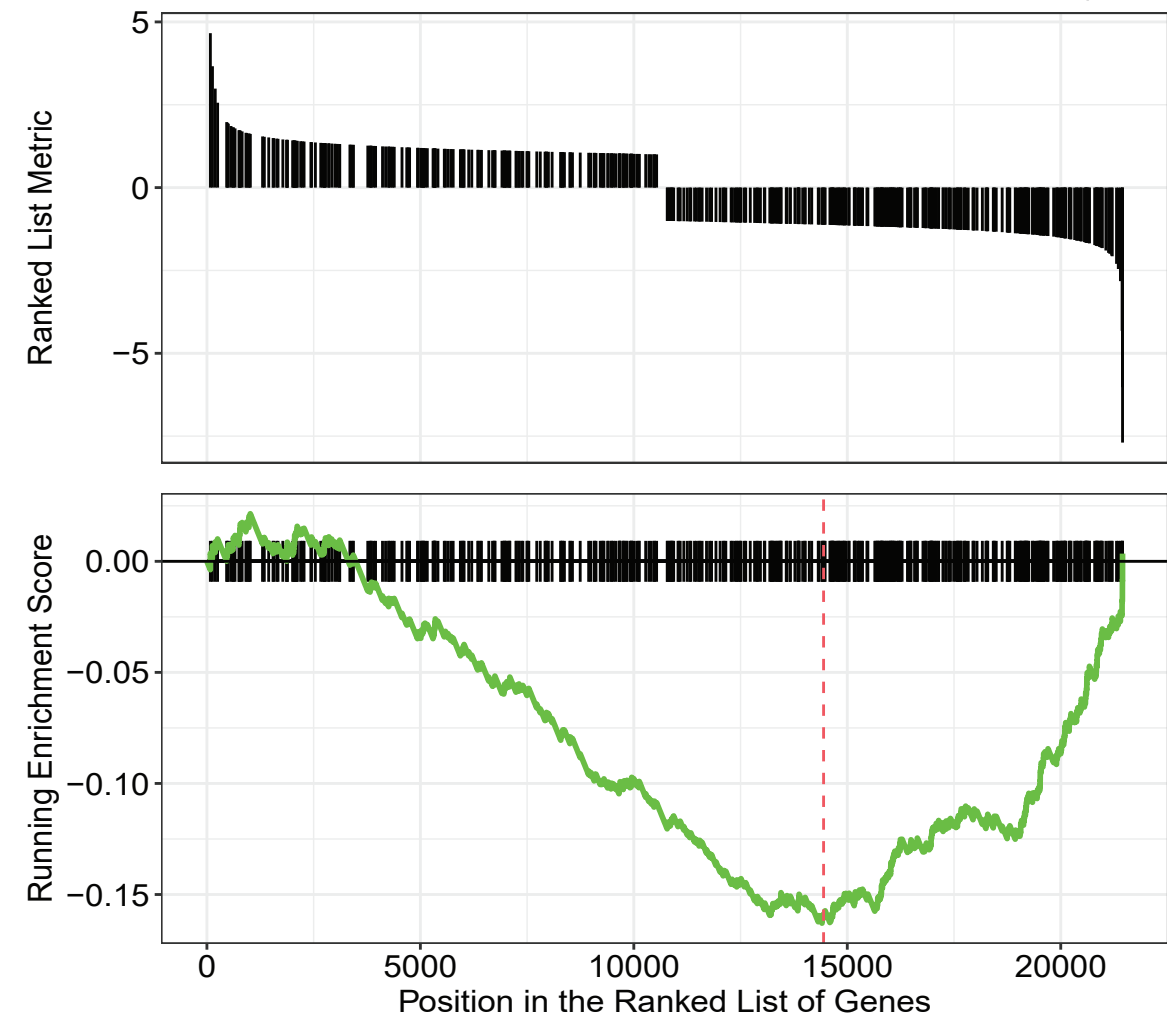

Figure S3 .GSEA analyses of miR-410 target genes in C42B cells.

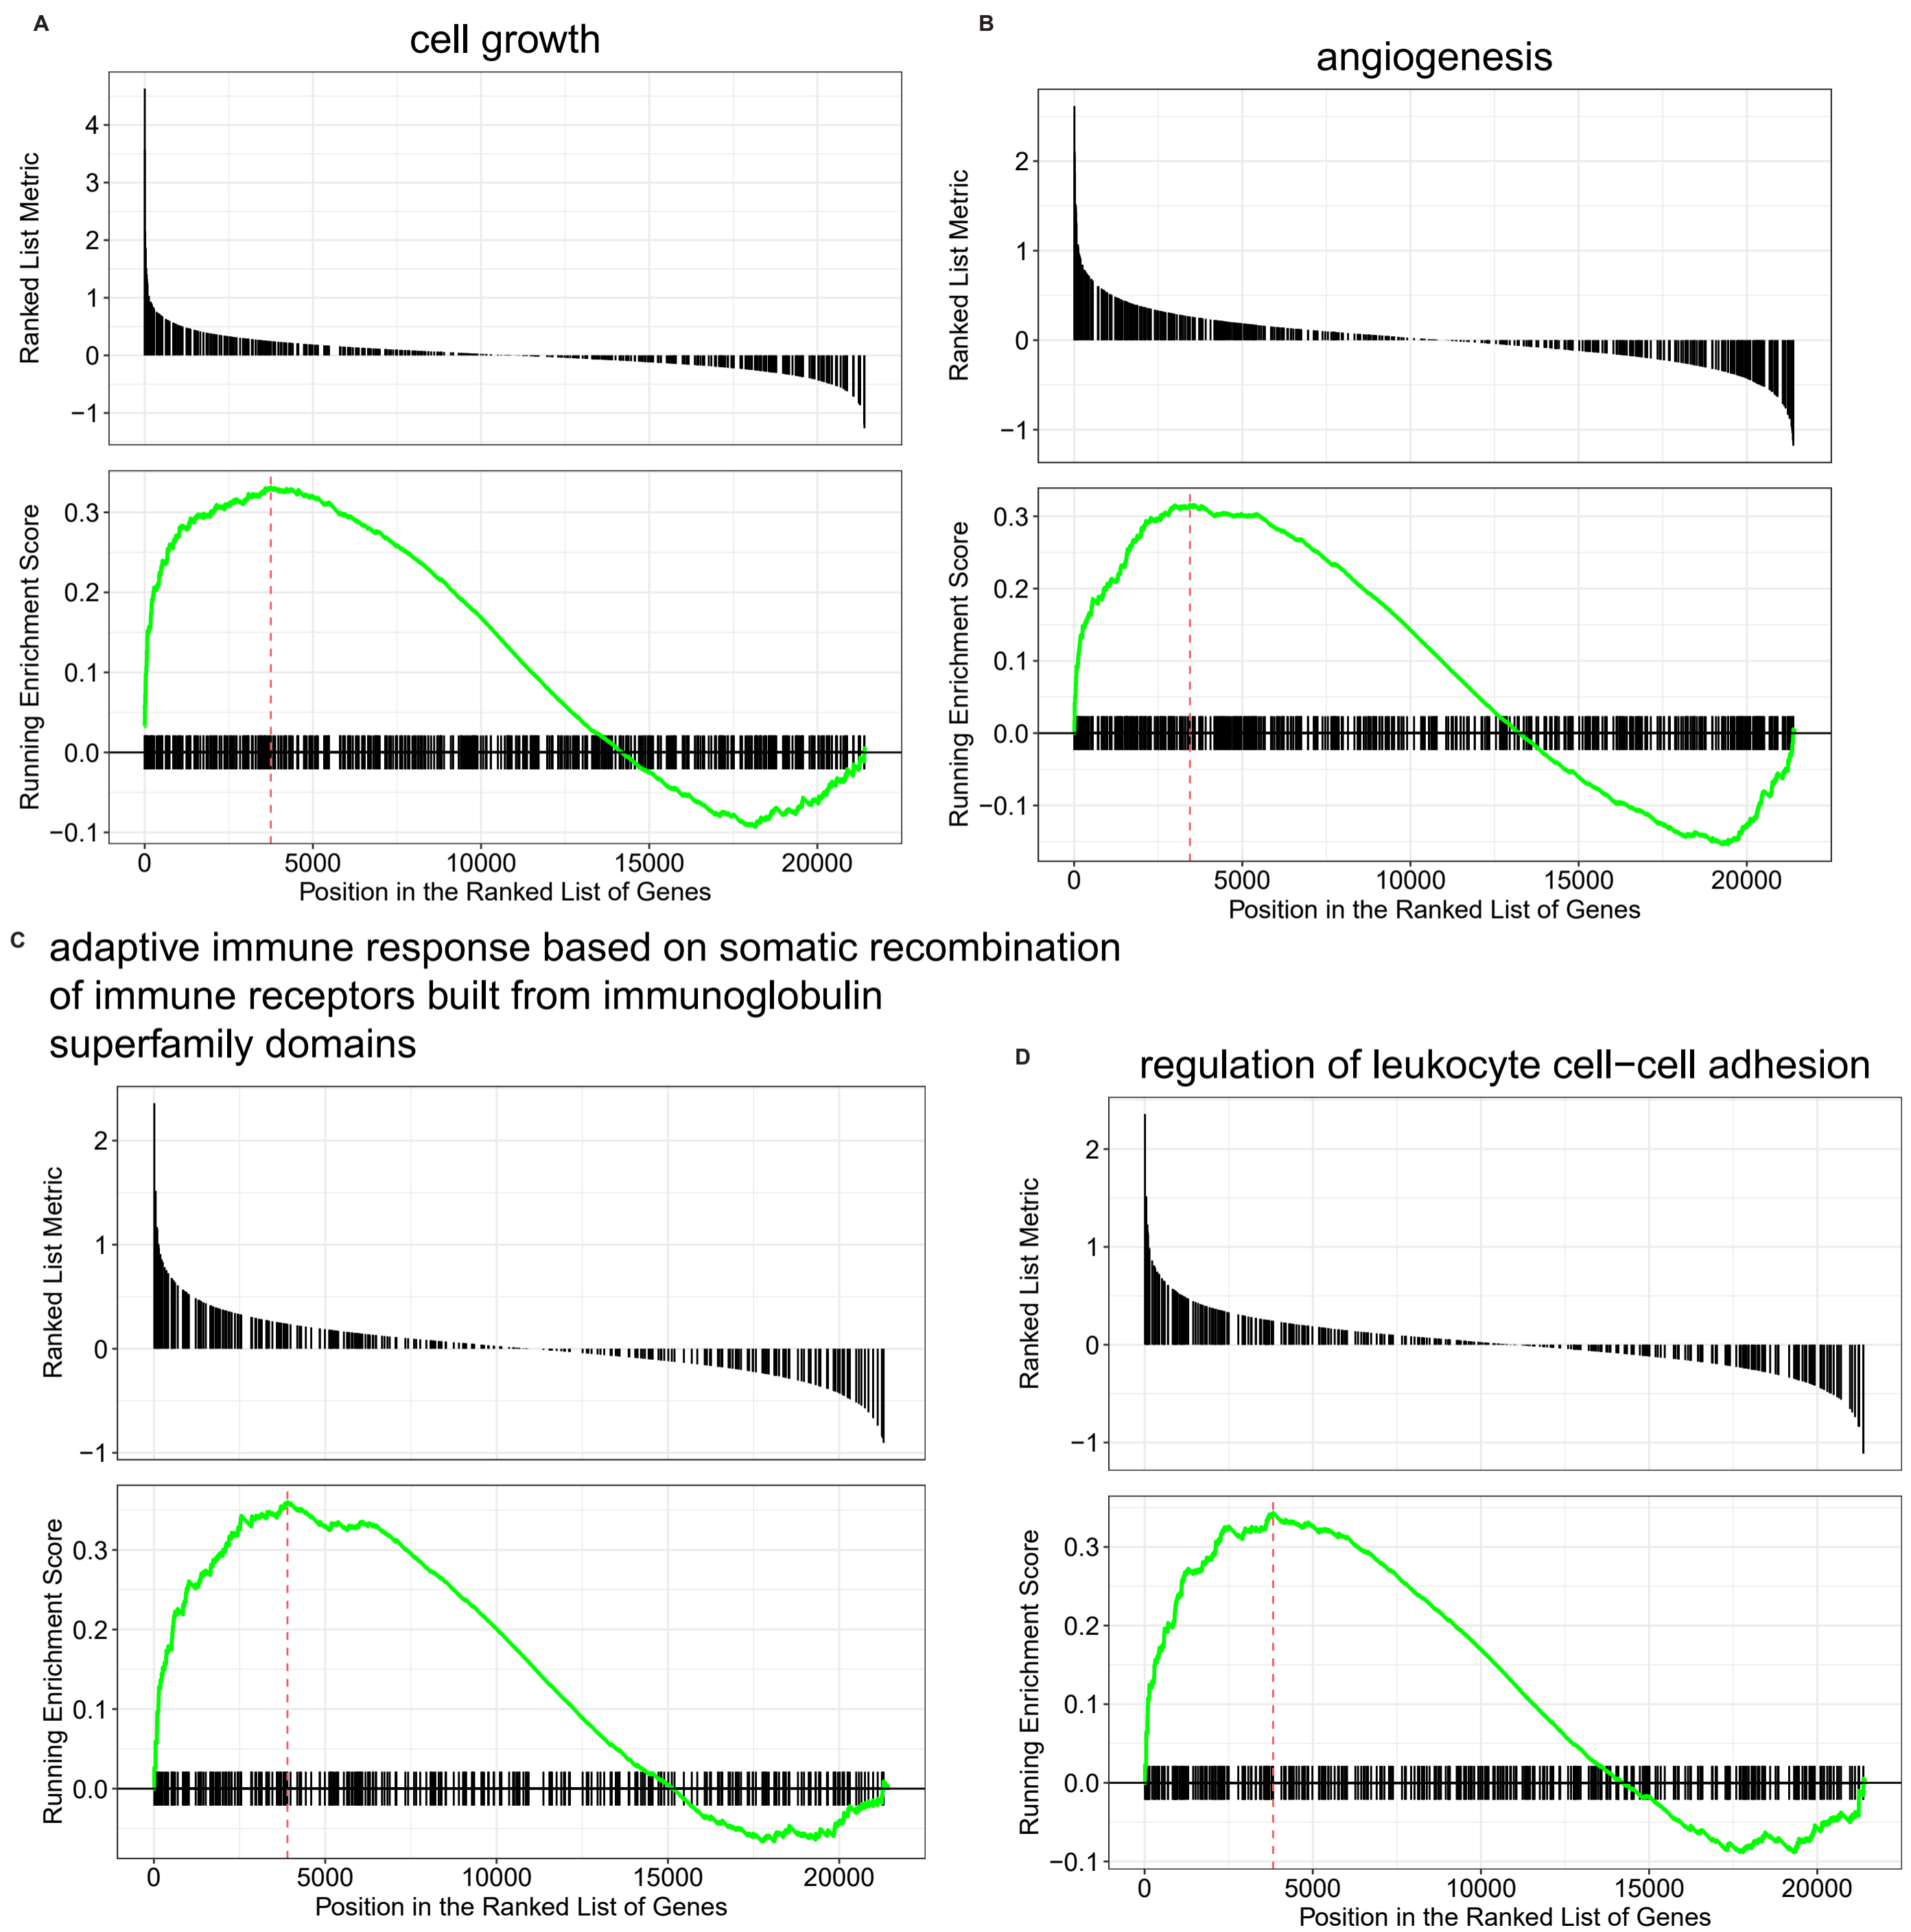

Figure S4. original Western Blot images.

E-cadherin and GAPDH for C42B miR-CON and C42B miR-410 as shown in Figure 5E.
GAPDH for PC3 miR-CON and PC3 miR-410 blot in PAN Akt blot as shown in Figure 7C
GAPDH for C42B miR-CON and C42B miR-410 in TGF-Beta blot as shown in Figure 7C

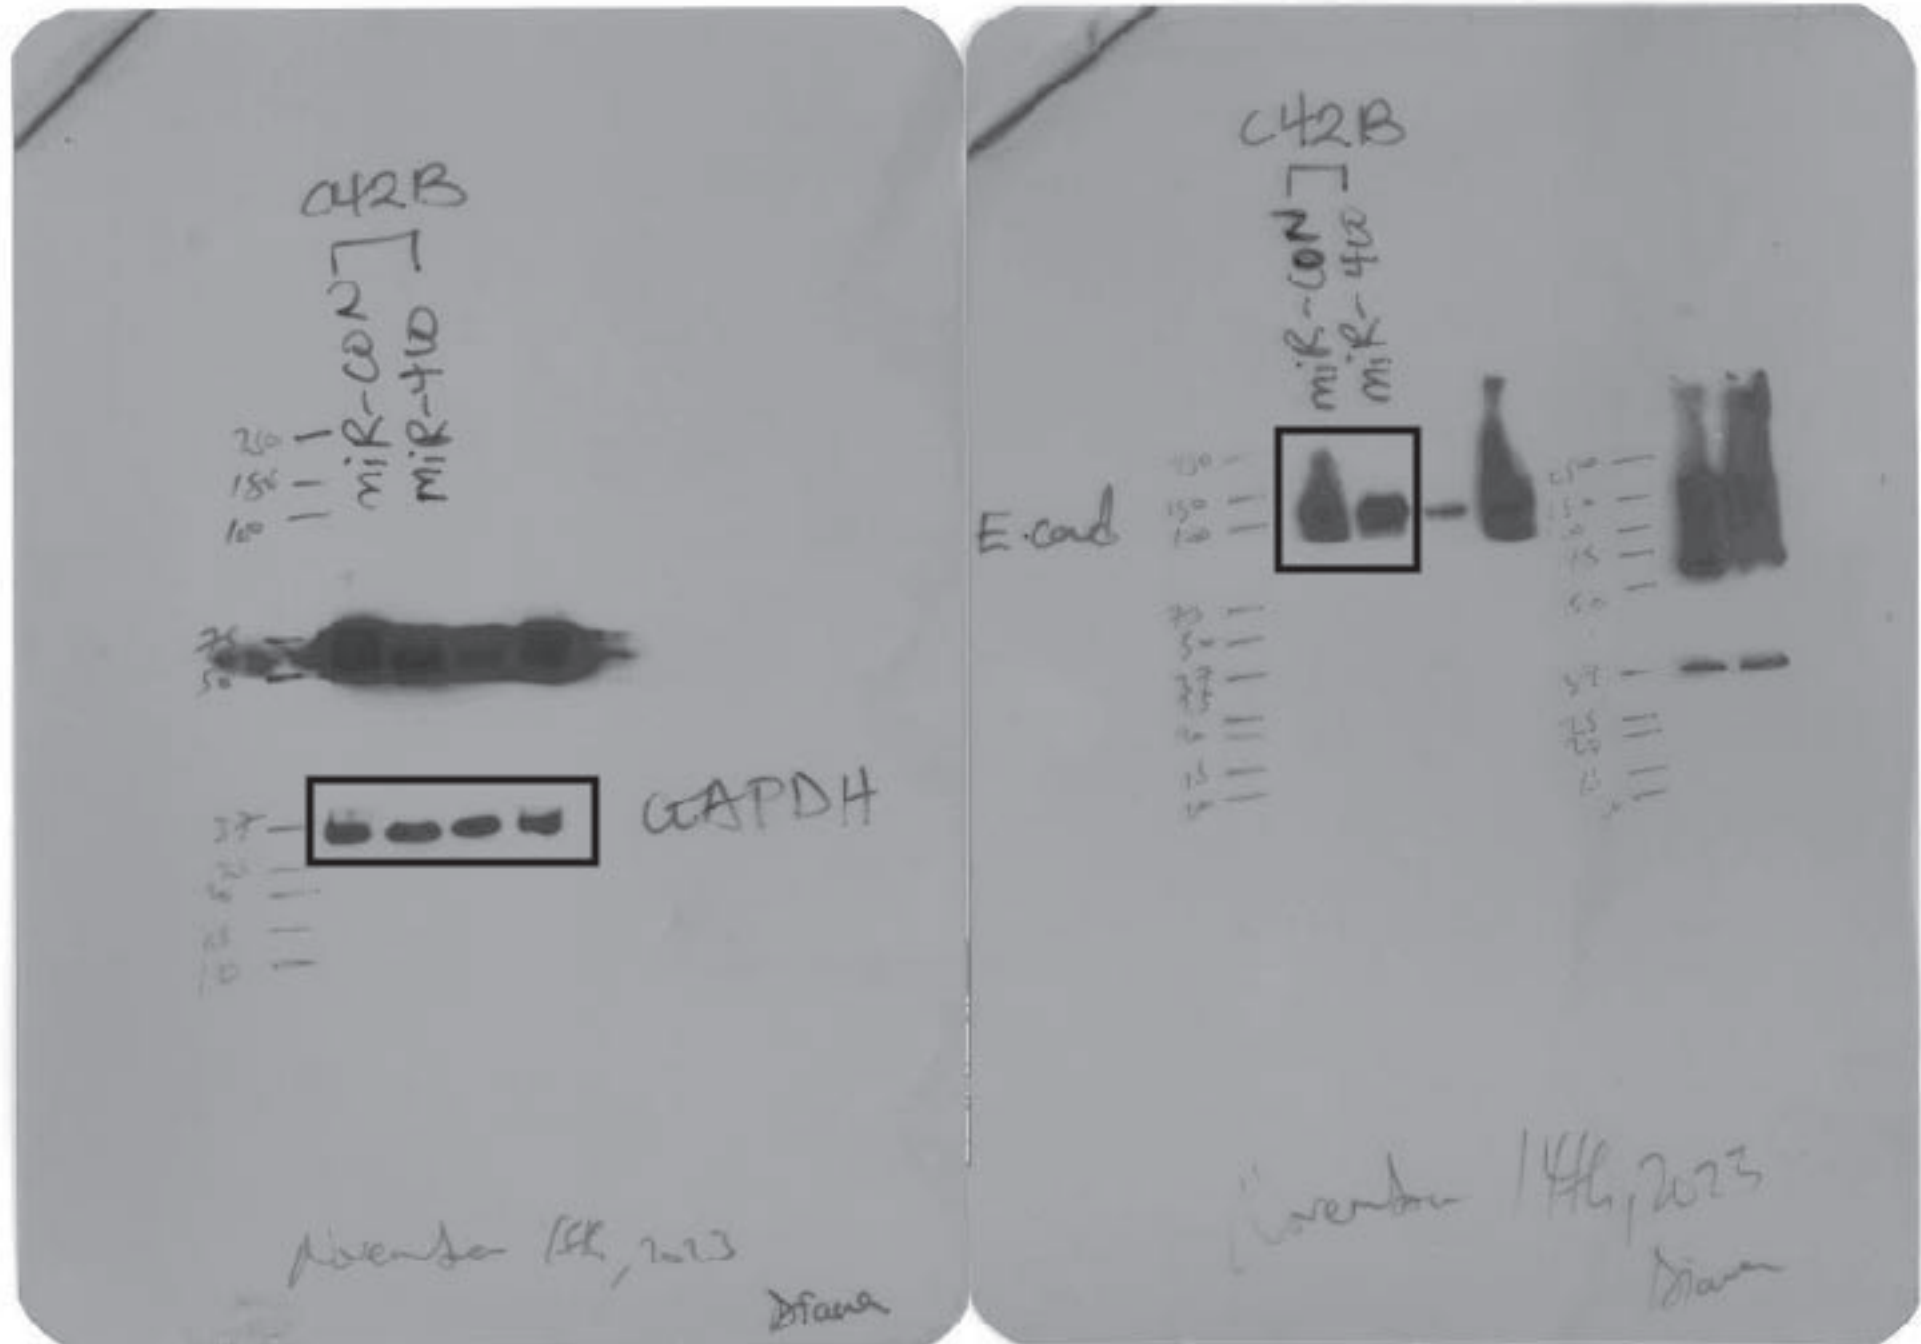

MMP10, SNAIL and GAPDH for C42B miR-CON, C42B miR-410, PC3 miR-CON, PC3 miR-410 and LNCaP miR-CON, and LNCaP miR-410 as shown in Figure 5C and Figure 5F

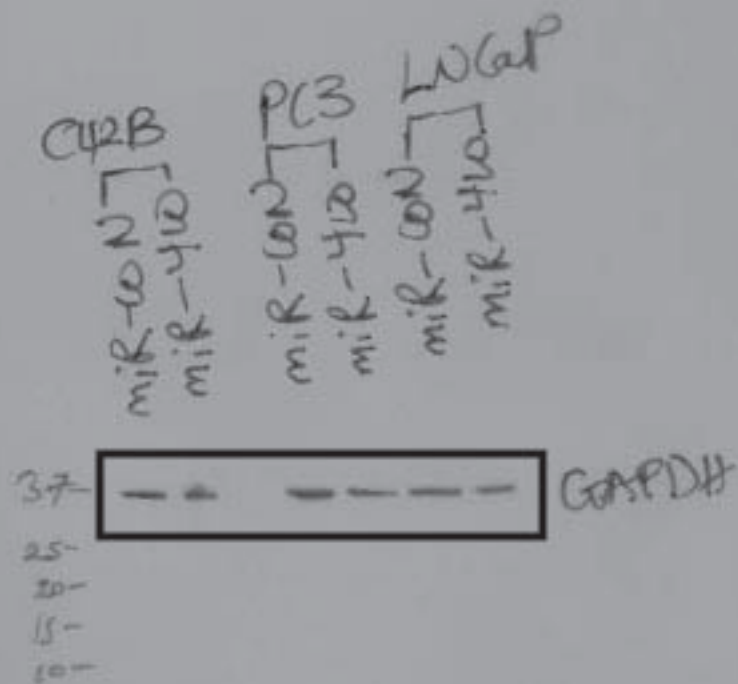

16 December 2021

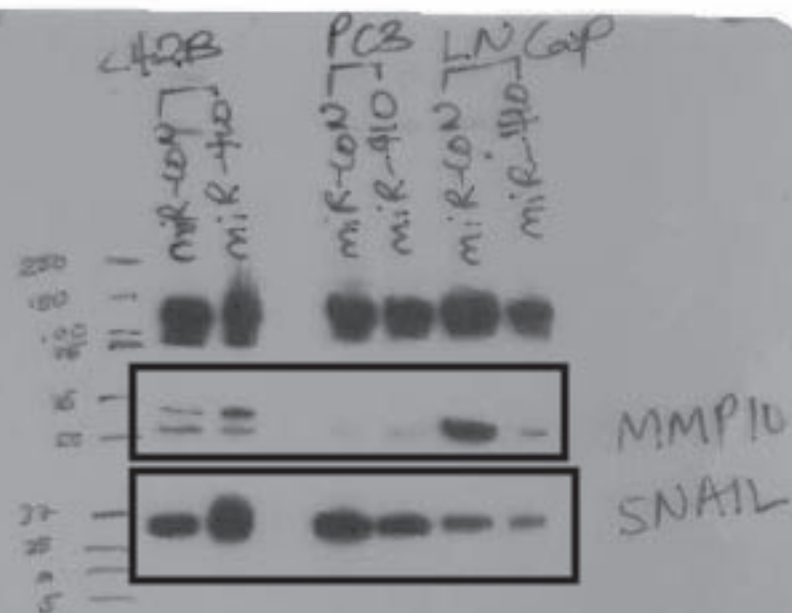

Dec 15, 2021

N-cadherin and GAPDH for LNCaP miR-CON and LNCaP miR-410 as shown in Figure 5A

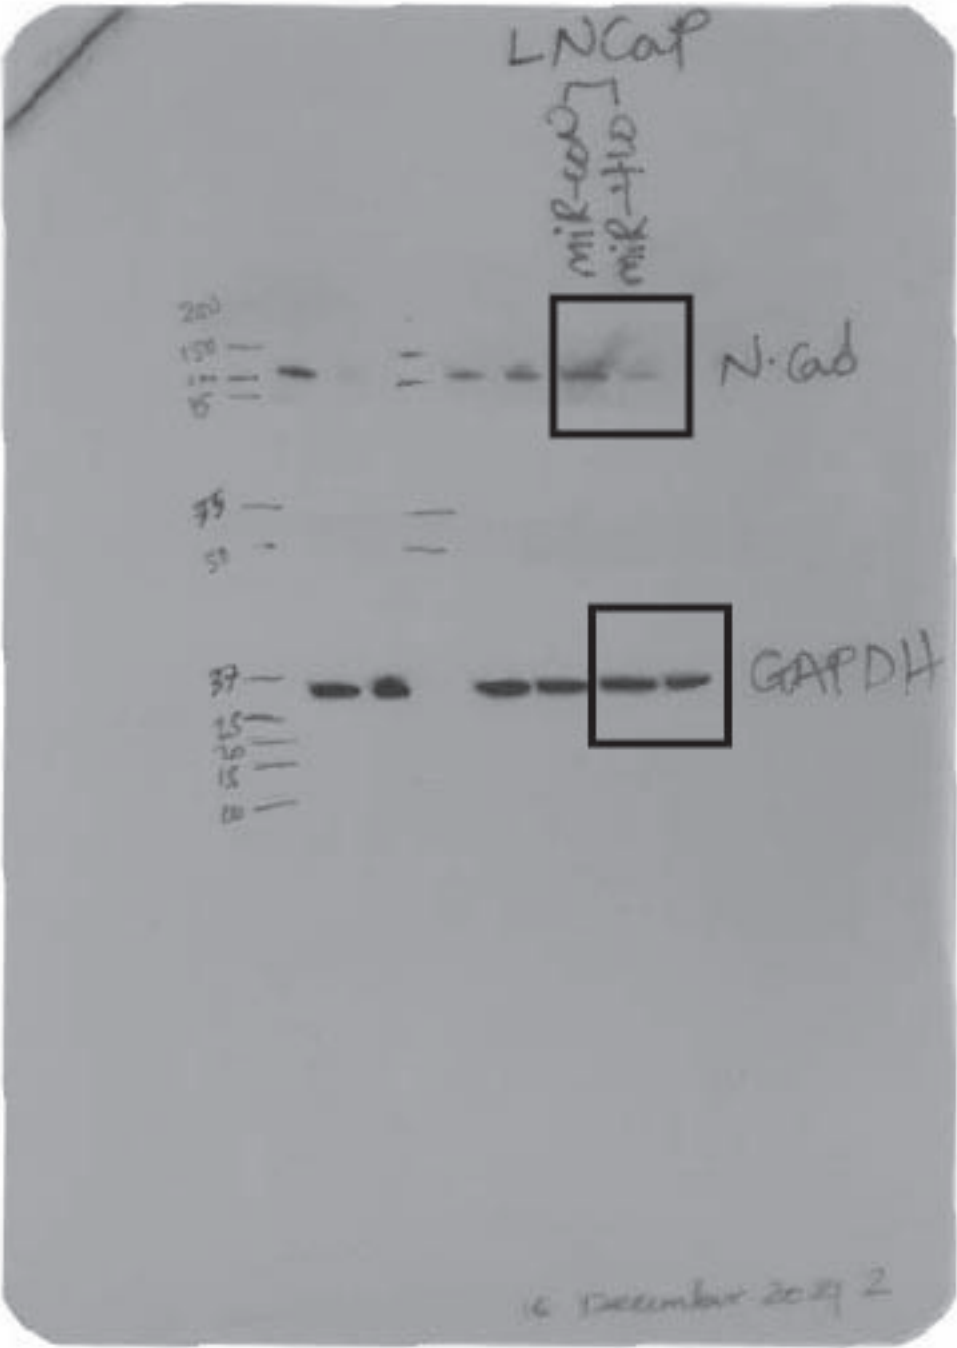

E-cadherin and GAPDH for LNCaP miR-CON and LNCaP miR-410 as shown in Figure 5A

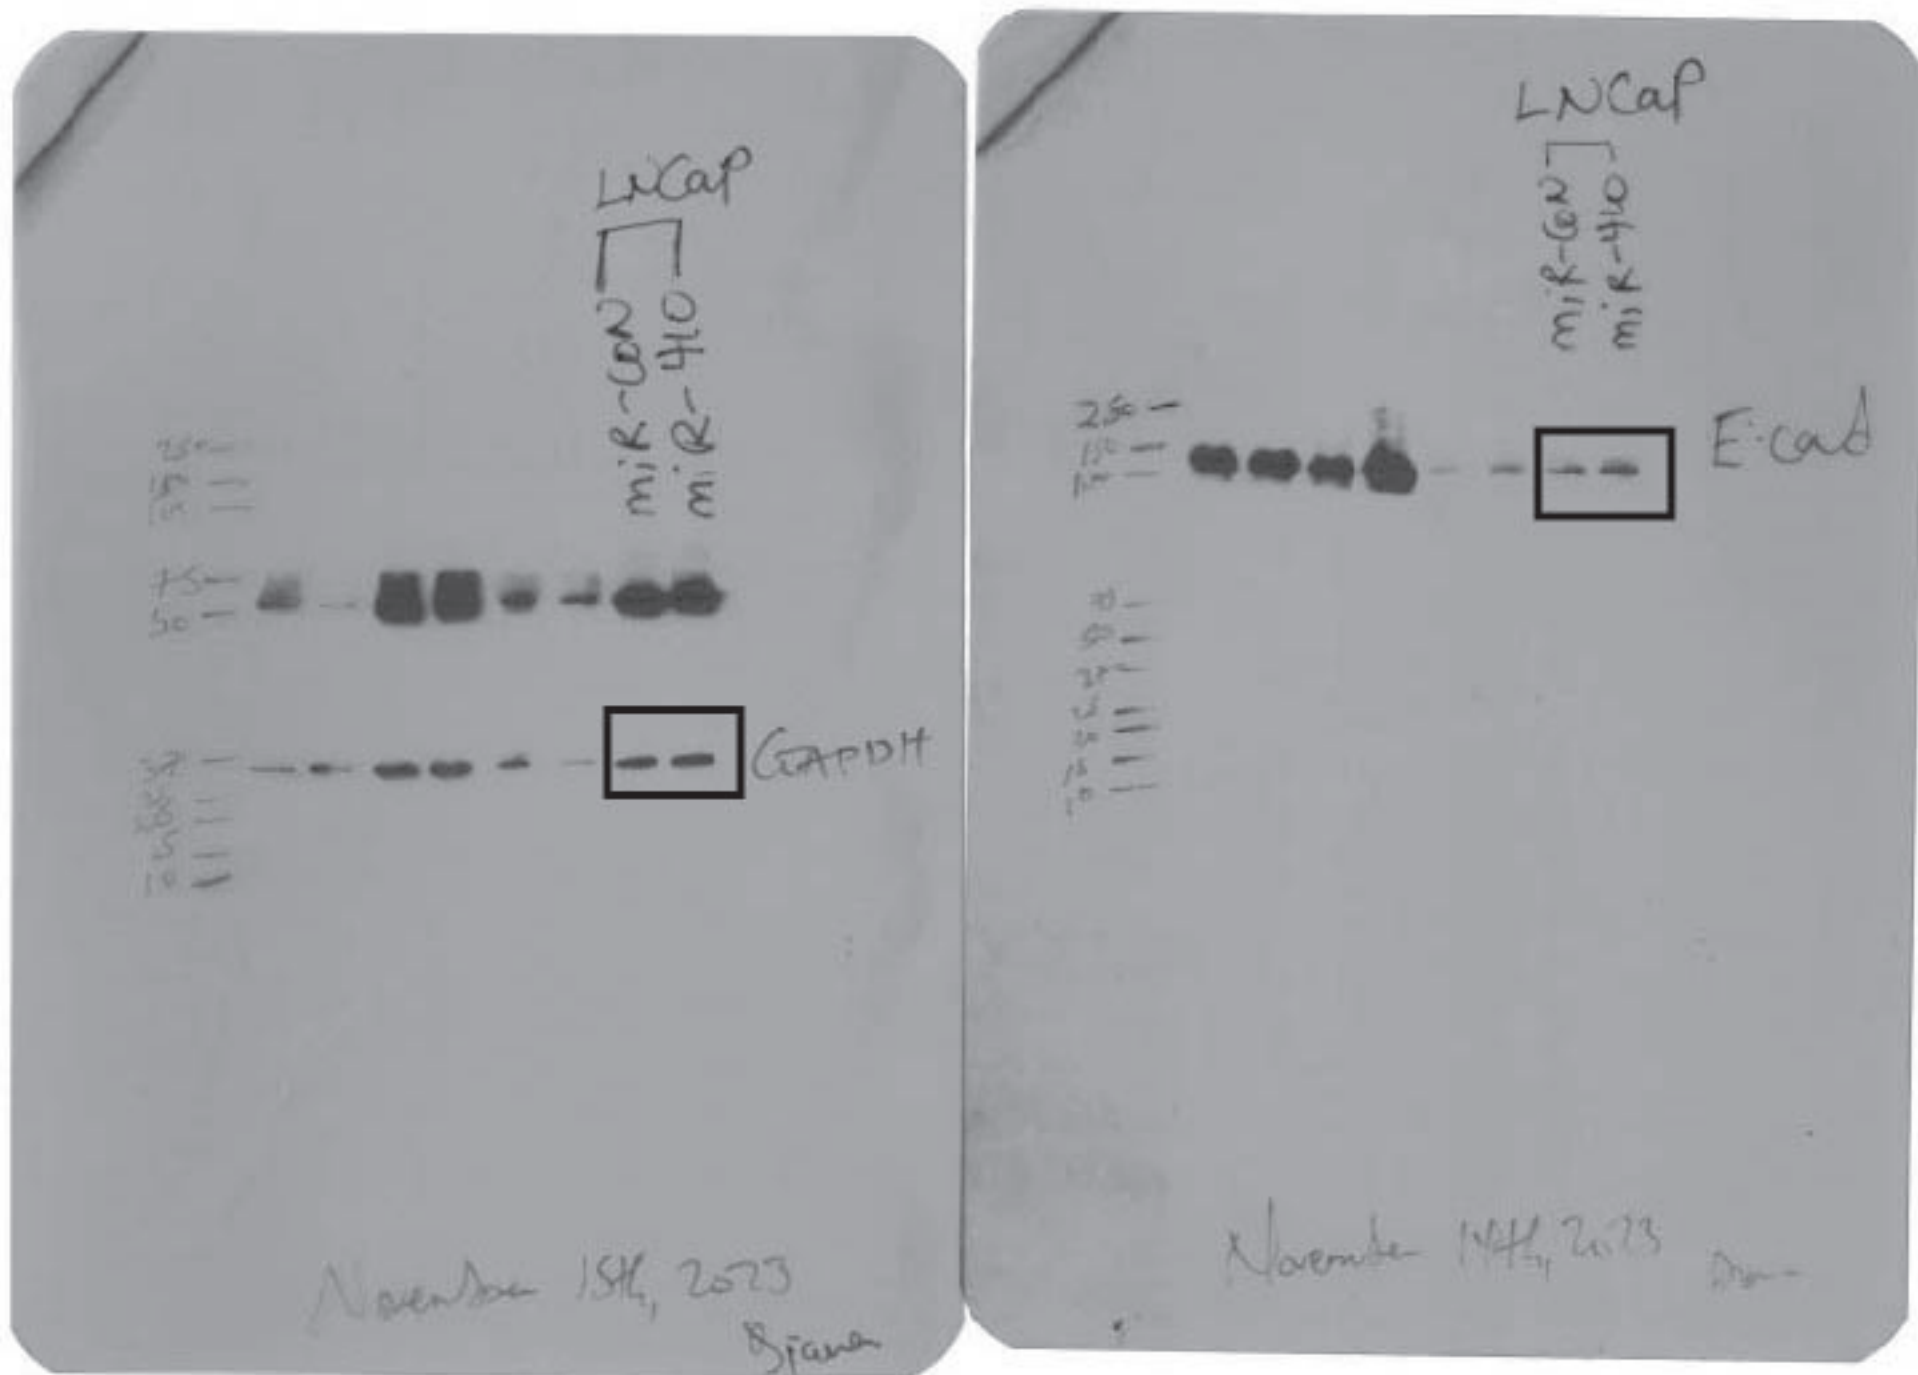

E-cadherin and GAPDH for PC3 miR-CON and PC3 miR-410 as shown in Figure 5E

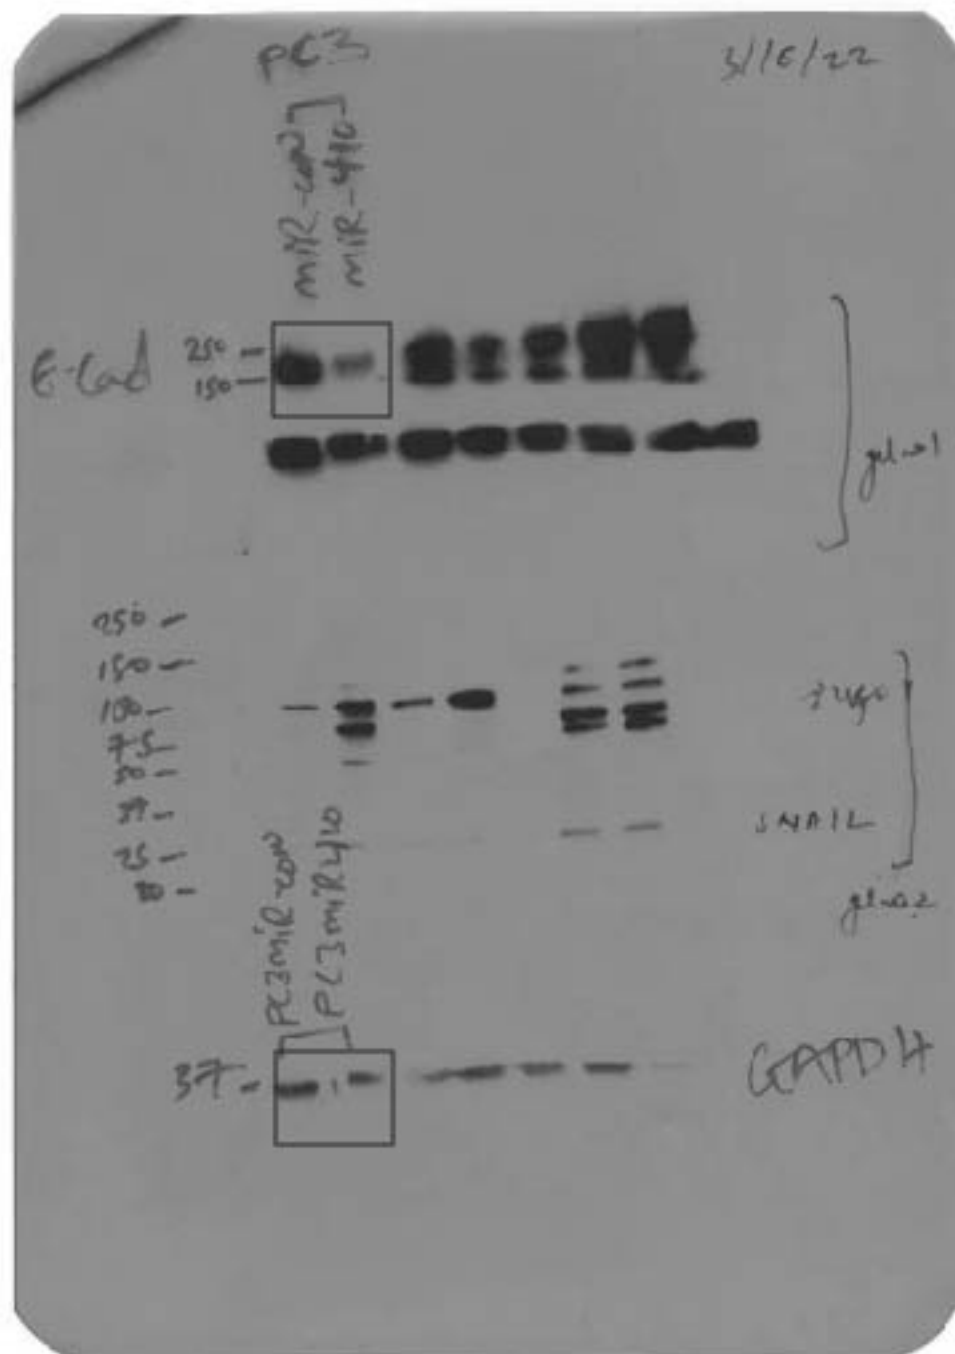

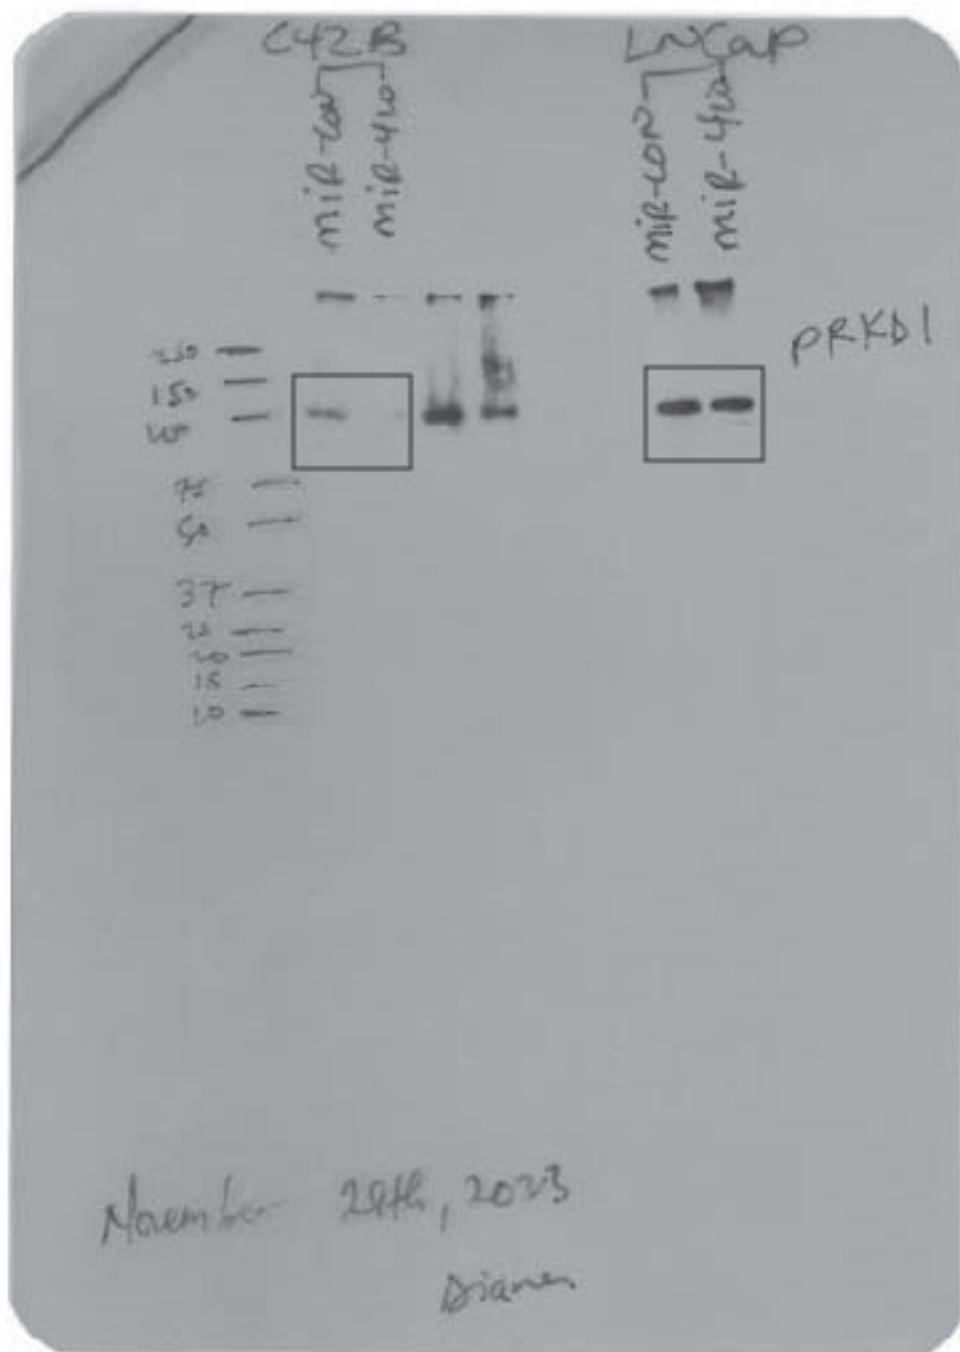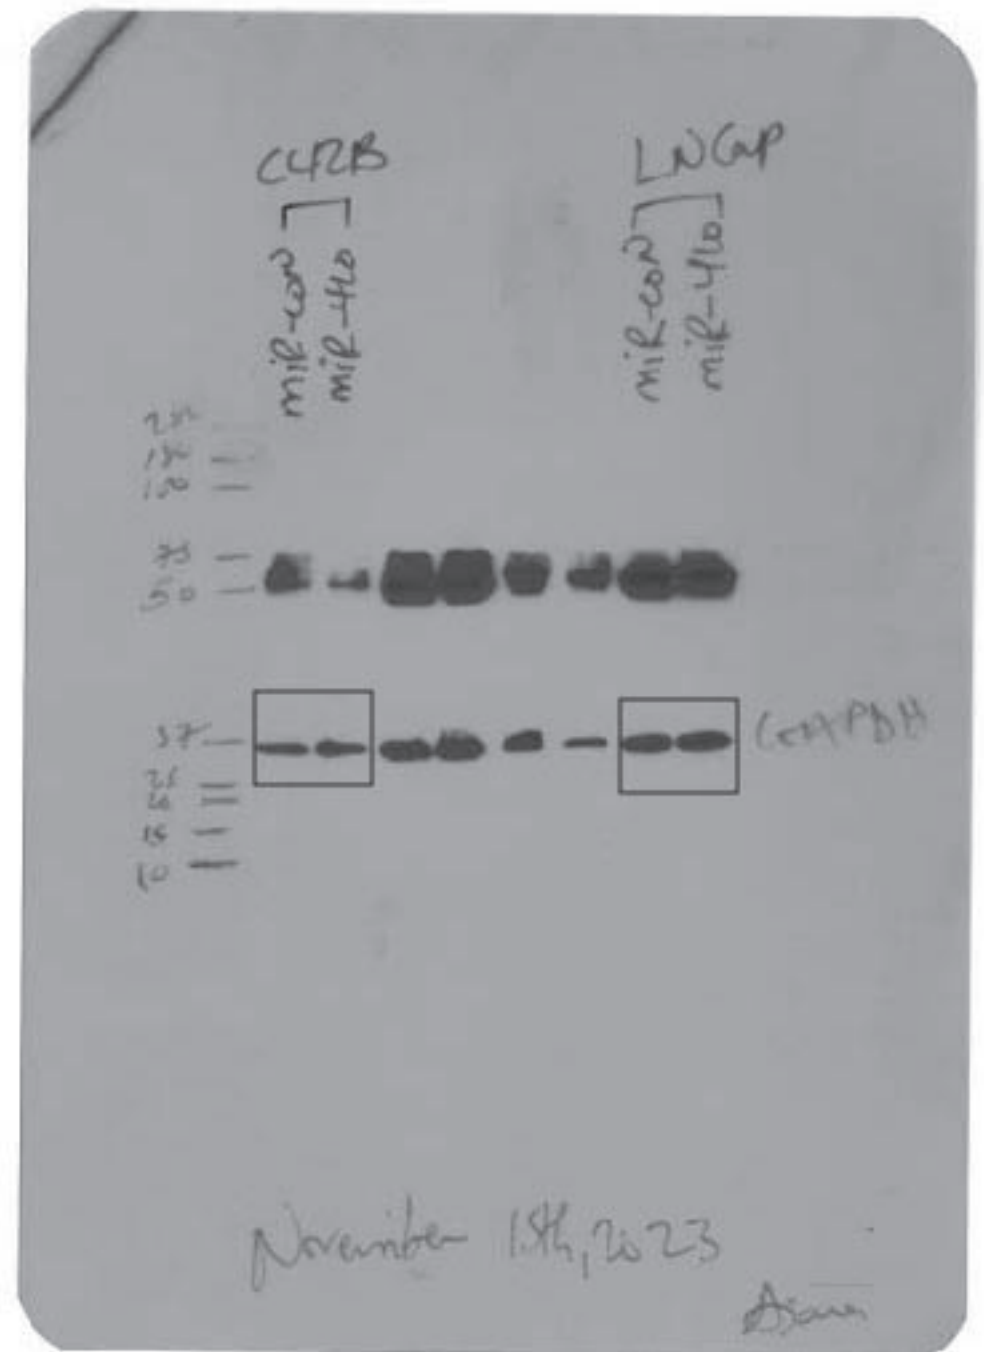

PRKD1 and GAPDH for C42B miR-CON, C42B miR-410, LNCaP miR-CON and LNCaP miR-410 shown in Figure 7B

AKT1 for PC3 miR-CON, PC3 miR-410, C42B miR-CON and C42B miR-410 as shown in Figure 7C

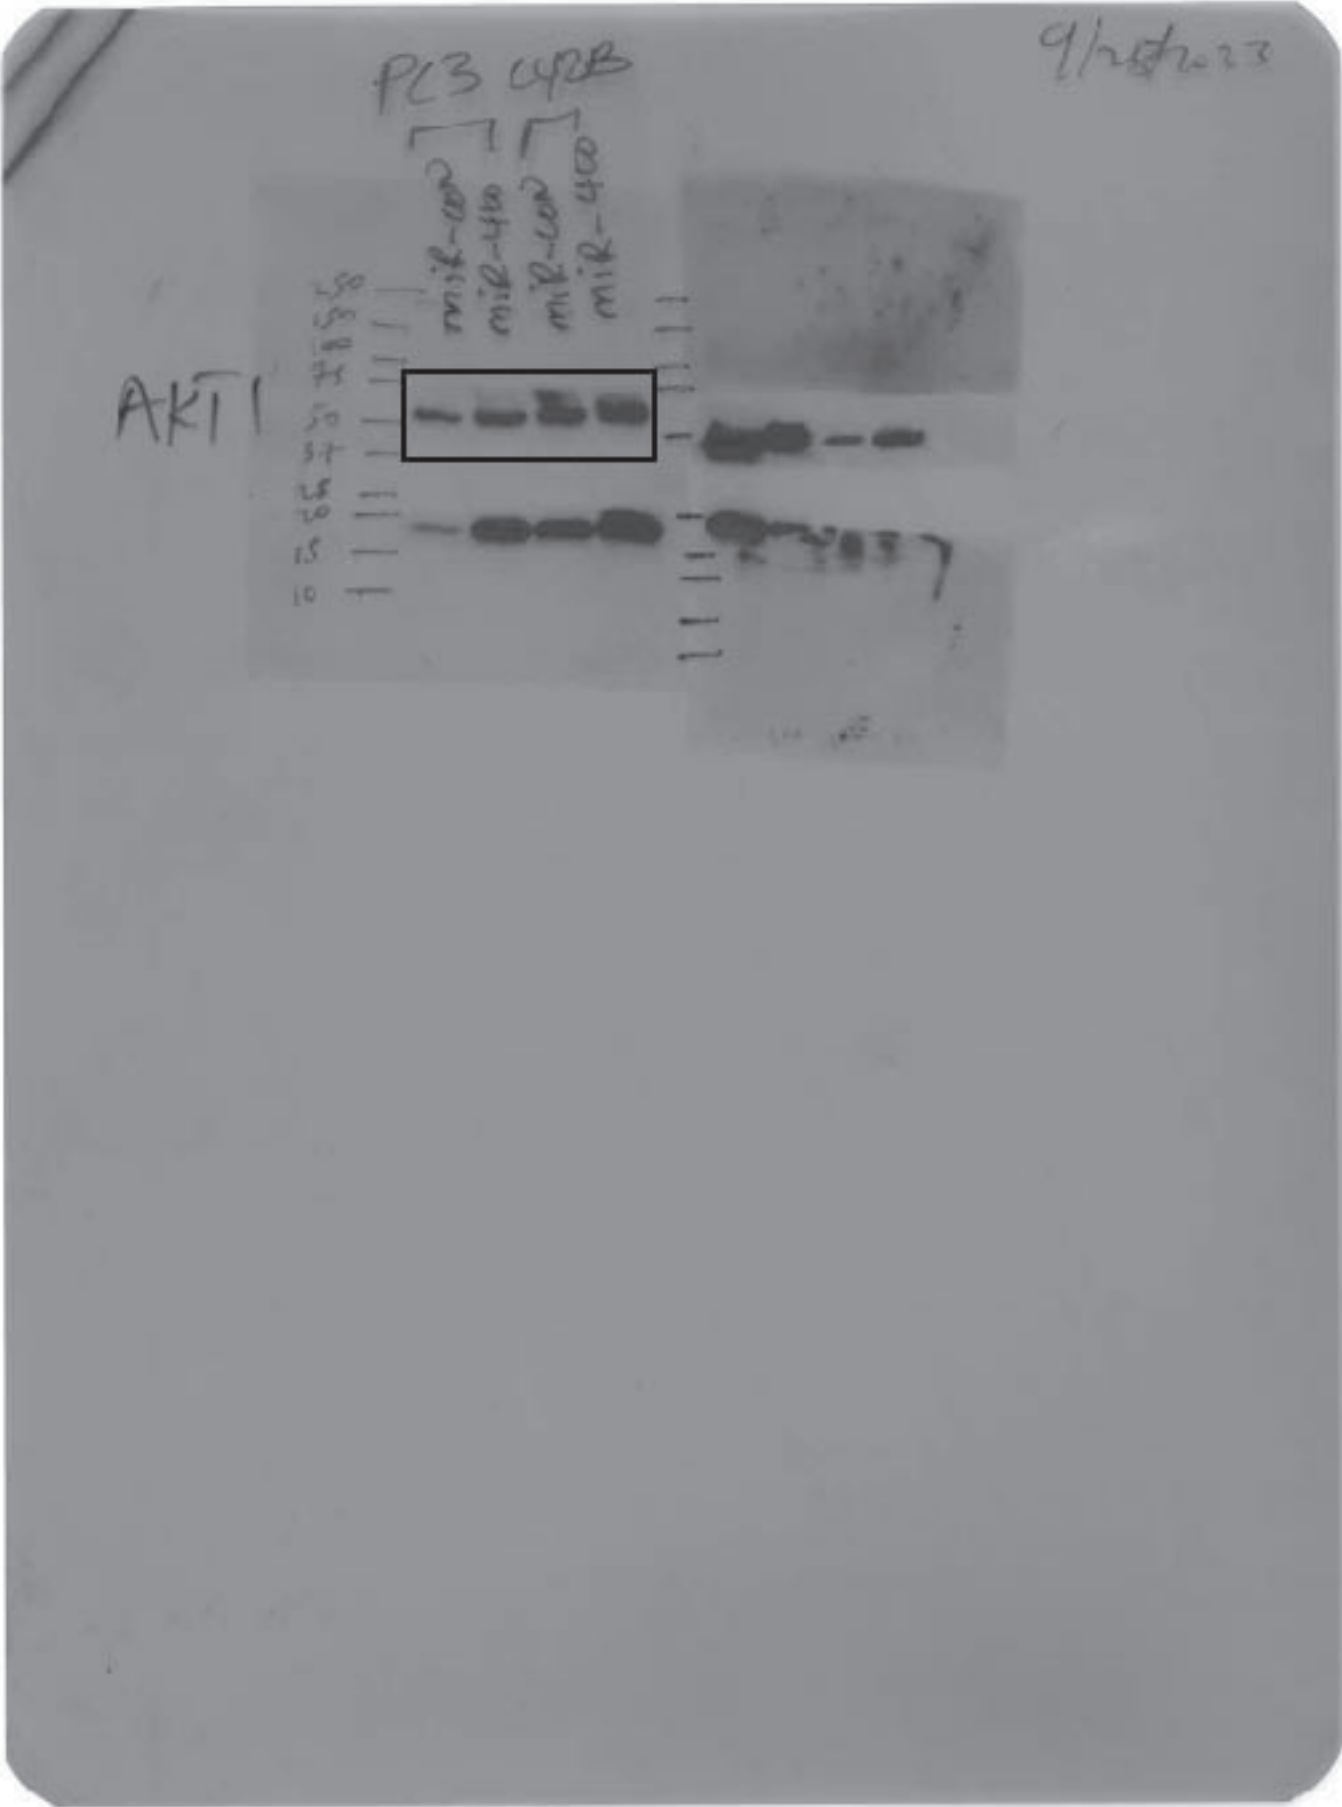

GAPDH for PC3 miR-CON, PC3 miR-410, C42B miR-CON and C42B miR-410 in AKT1 blot as shown in Figure 7C

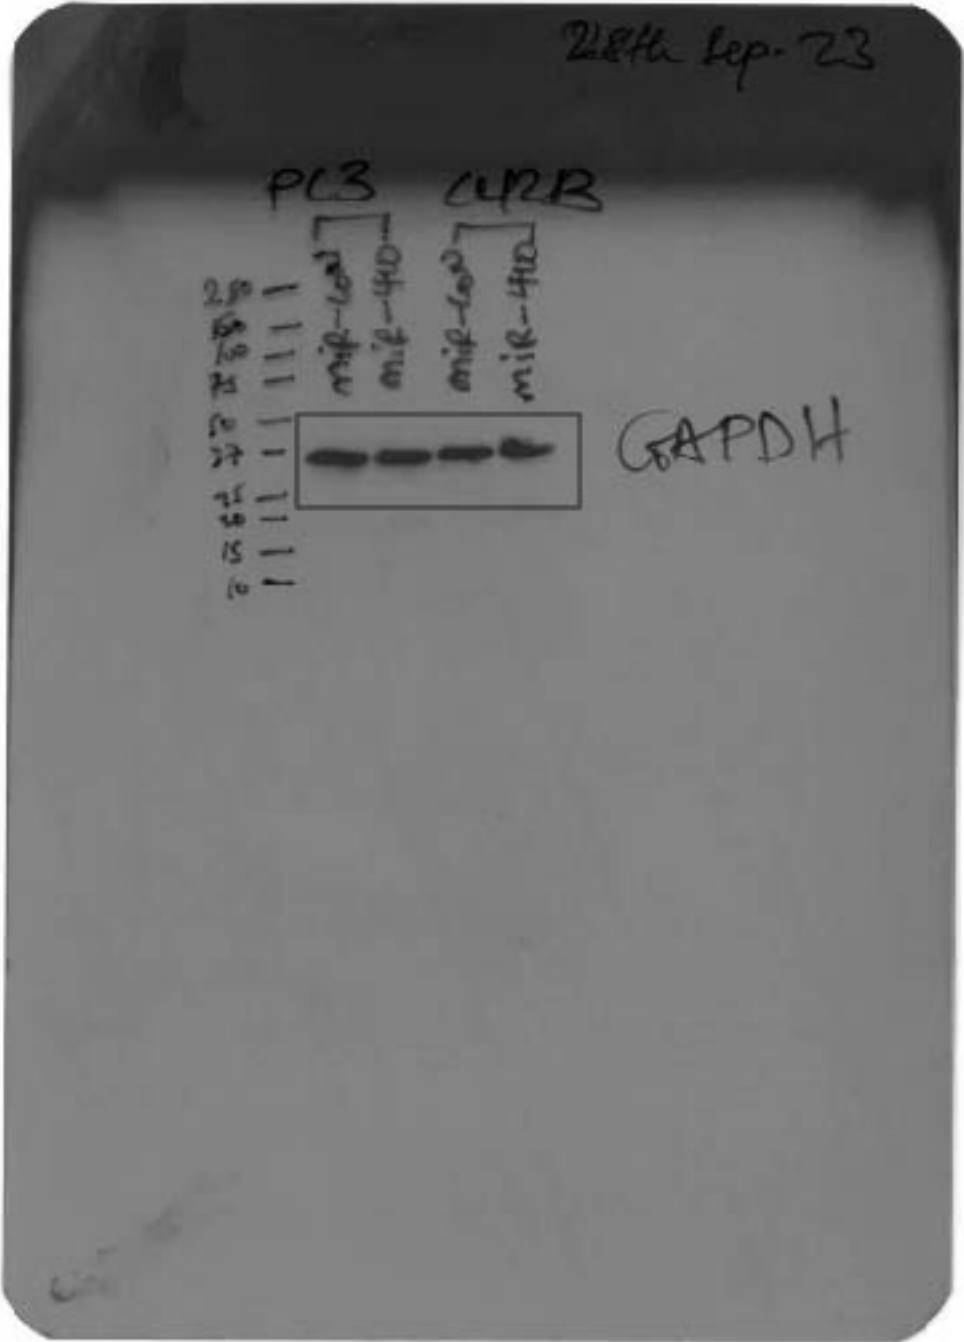

TGF-Beta blot for C42B miR-CON and C42B miR-410 as shown in Figure 7C

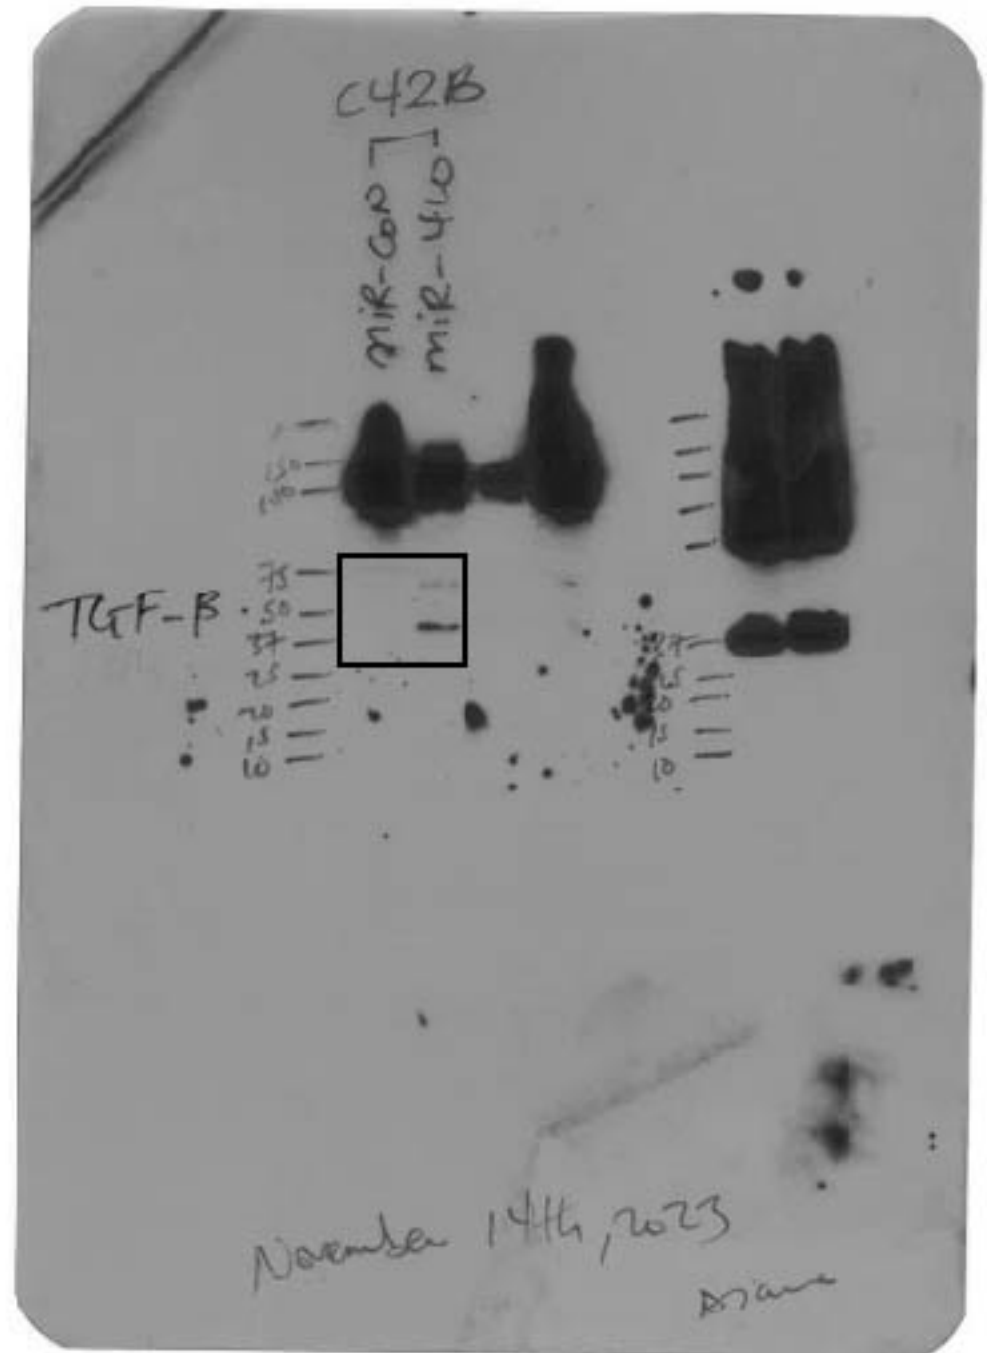

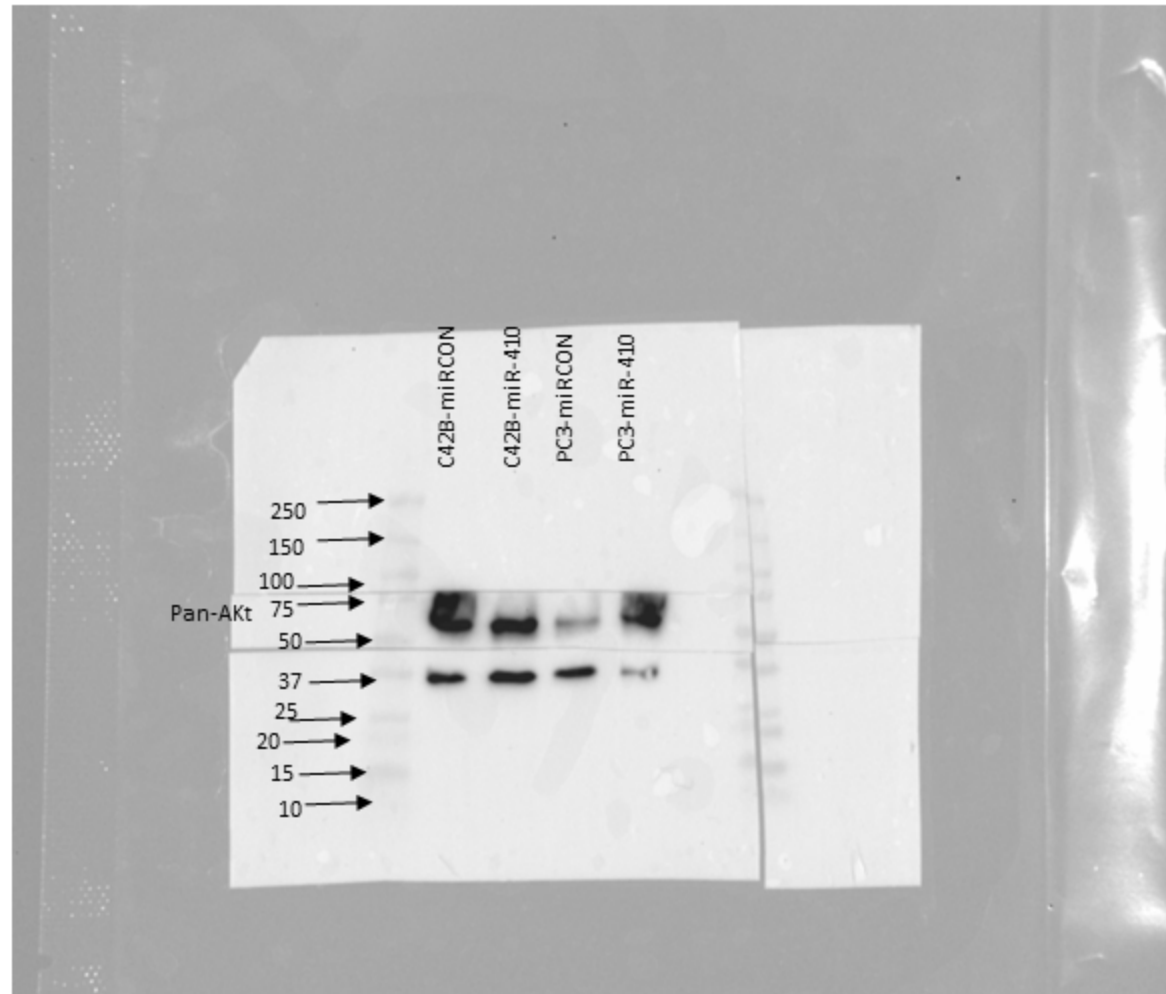

PanAkt for C42B miR-CON, C42B miR-410, PC3 miR-CON and PC3 miR-410 as shwon in Figure 7C

How the deposited data were processed for this re-analysis (not part of the article)

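RNA from PC3 and C42B cells stably transfected with miR-410 or a scrambled control was measured on 4 Clariom S arrays, 1 per cell line and construct. The authors imported the scanner files into Partek, normalized them by RMA and deposited log2 values, 1 per probe set and array. The submitters' processing notes name Partek and RMA. Neither replicate arrays nor scanner files were used here, so signal over background and array batches were not examined. The number of arrays limits the precision, and depth does not apply to RMA values.

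Conditions were taken from the sample labels. The 2 arrays titled PC3 carry titles that conflict with their genotype and description fields, so arrays are called by their titles throughout. The comparison fixed before the data were examined was the array titled miR-410 minus the array titled miR-CON within each pair. Because the folds of Table 1 match the deposited values only for the pair labelled with the other line and with the sign turned against the titles (which is the direction of the genotype and description fields for the pair titled PC3, and against all fields for the pair titled C42B), the values in the text are given in Table 1's direction and for Table 1's pairs first, a choice made after the values were seen, and then for the pair labelled with the line.

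Probe sets were named through the platform's table of probe genes, in which 17709 of 21448 probe sets had 1 gene symbol, 0 had several and 3739 were not listed. The 17687 symbols all stand in NCBI RefSeq's gene table for GRCh38.p14, which was used for names and for the order of neighbouring genes. Probe sets of one gene were averaged, which concerned 20 genes. Named genes were those the article names on the arrays or measures by other assays, the 10 highest and 10 lowest per pair among genes whose higher value was at or above that array's median, the 3 highest and 3 lowest members of each described list, and the 5 genes with the largest smaller fold in the same direction in both pairs. The genes of Table 1 had been seen in the paper before the rule was fixed.

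Genes were counted at 2-fold, with 1.5-fold, 1.75-fold and 3-fold as alternatives, and 1.6-fold and 1.7-fold added after the values were seen. The median log2 difference of each of 28 gene lists was placed among 10000 random lists of the same size, drawn from 20 bins of mean expression. On simulated lists of 30 genes shifted by 0.3 (log2) in the pair titled C42B, over 17687 genes, 97 of 100 shifted lists and 1 of 100 unshifted lists were called apart. With lists of 100 genes these numbers were 100 and 4. The simulated lists were random genes with permuted differences, so their members did not vary together as those of real lists may. Several medians called apart were smaller than 0.3, and shifts of that size were not simulated. Genes that differ alike in both pairs were tested with limma 3.58.1 in R 4.3.3, with the construct by title and the cell line as a block, which leaves 1 residual degree of freedom, and with Benjamini-Hochberg adjustment at 0.05. On simulated data for that comparison over 17687 genes, limma called 0 of 200 genes shifted by 1 and 0 of 200 genes shifted by 2 (log2), although the median estimates were 1.00 and 1.97, so the adjusted test could not detect such shifts. At an unadjusted p under 0.05 it called 176 and 186 of them, and also 1140 of the 17287 unshifted genes.

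Other settings were a filter on dim genes (by the higher of a pair's 2 values, and, added after the values were seen, by their mean), a loess trend of the difference on the mean value subtracted (span 0.4), the median difference subtracted, the probe set with the highest mean, probe sets in place of genes, and the pair titled PC3 with its sign turned. Correlations of neighbouring genes were compared with 100 random gene orders, and medians were taken over windows of 101 genes. Computations used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and Matplotlib 3.10.9. A planned test of miR-410 seed sites in 3' UTRs was not run, since no transcript sequences were used here.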

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

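The tests in this part were chosen after the values were seen, except those of a loess trend and of random gene orders.

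The folds printed in Table 1 for one cell line stand on the arrays labelled with the other line, for all 18 genes that could be checked. An exchange of the headings in Table 1 is argued against by the markers, since only 1 of 16 PC3 markers had a higher mean on the arrays titled PC3. An exchange of the line names in the sample labels goes with the markers of both lines. Of the LNCaP-lineage markers, 13 of 14 had a higher mean on the arrays titled PC3, and 15 of 16 PC3 markers on the arrays titled C42B. The median log2 differences, titled PC3 minus titled C42B, were 2.09 and -4.1 for these sets. These values argue against the line names in the array titles being correct. Whether the constructs are also exchanged in the labels of the pair titled C42B cannot be told apart from the direction of Table 1 being turned. By title, S phase genes (median 0.27) and segregation genes (0.45) were higher and epithelial genes (-0.63) lower with miR-410. In Table 1's direction all of these run the other way. The paper reports more PC3 cells in S phase (Fig. 3C) and less E-cadherin protein, the side of the S phase and epithelial genes by title. For PC3 cells it reports no G2-M change to set beside the segregation genes. Fig. 3C measured DNA content within days of transfection, whereas the arrays measured RNA of stably transfected cells, so these comparisons cannot settle the direction. Of the genes that the paper measured in PC3 cells by other assays and that were at least 2-fold apart in this pair, 2 of 3 had the paper's sign in Table 1's direction, PRKD1 (lower by real-time PCR in Fig. 7A) and MMP10 (higher by Western blot in Fig. 5F), while CDH1 (E-cadherin lower by Western blot in Fig. 5E) had the opposite sign. MMP10 was dim, with values of 5.62 and 4.42 on the arrays titled C42B miR-CON and C42B miR-410, both below the array medians. The paper chose PRKD1 for follow-up from its microarray result, so selection favoured that sign and this tally cannot settle the direction.

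Epithelial genes were higher on the array titled C42B miR-CON than on the array titled C42B miR-410. Cells of the other line mixed into the first array are argued against, since the median share of such RNA computed from 8 abundant LNCaP-lineage transcripts was 0.147%, where the 23 epithelial genes would need a median share of 57.3%; TMPRSS2 and HOXB13 alone gave 11.7% and 30.8%. An intensity-dependent trend is argued against as well, because the median in Table 1's direction was 0.70 after loess. Whether the construct or another difference between these cultures lies behind the pattern cannot be told apart with 1 culture each, and in the pair titled PC3 the epithelial median was -0.01.

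Neighbouring genes differed together in both pairs, more so in the pair titled C42B. Over 15666 pairs of neighbours, without pairs sharing the first 3 letters of their symbols, Spearman's rho was 0.148 in that pair and 0.068 in the pair titled PC3, and 0 of 100 random gene orders reached either (highest 0.020 and 0.017), so chance order is argued against. After loess rho was 0.131 and 0.062, which argues against an intensity trend. Of 20 windows of 101 genes beyond all random orders in the pair titled C42B (2 in the pair titled PC3), the largest shift was a median of 0.49 in Table 1's direction from PNMA1 to BTBD7 on chromosome 14. A difference in DNA copy number between the cultures may contribute. In 10 of 20 windows, genes at or above the array median shifted more than 2 times as far as dimmer genes. These were all the windows lower in Table 1's direction and, of the higher ones, only that on chromosome 14. The windows were not recomputed after loess, and bias by base composition was not examined. The count therefore cannot decide, and this stays open.

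By title, in opposite directions in both pairs, a difference that was not tested, were SNAI2, an EMT transcription factor gene, with log2 differences in Table 1's direction of 1.56 in the pair titled PC3 and -1.23 in the pair titled C42B, and SAMD9, an interferon-induced gene, with 1.81 and -1.12; if the pair titled PC3 is read by its genotype and description fields, and the pair titled C42B by its labels, both genes differ in the same direction. In the pair titled C42B, 28 genes were at least 10-fold higher in Table 1's direction and 0 lower; the 10 highest of the genes at or above the array median include 5 that the paper does not discuss, SPARC (4.15), LCP1 (4.12), SLC27A2 (3.95), PTGS2 (3.95) and MMP13 (3.91). In the pair titled PC3, SI (-3.33) and ZBBX (-1.88) border SLITRK3 and BCHE on chromosome 3 in an unbroken run of 4 genes at least 2-fold lower in Table 1's direction, and the longest such run in 100 random gene orders had 2 genes. SI and ZBBX were chosen after their values were seen.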

How the results depend on the processing

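The pair and direction of Table 1, the 1.6-fold and 1.7-fold cutoffs and a filter on the mean of both arrays were added as alternatives after the values were seen. The other settings were fixed before the data were examined. Values here are by title, the array titled miR-410 minus the array titled miR-CON, unless stated. All 112 gene values (56 genes in both pairs) moved by less than the pair's median absolute difference with a loess trend subtracted and with the probe set of the highest mean; 4 values near 0 changed sign with loess (CBLN2 and CDH2 in the pair titled C42B, CDH1 and MMP10 in the pair titled PC3). Counts followed the fold cutoff. Counts are given as percent of the 17687 genes. For the arrays titled PC3, 0.441% were higher and 0.656% lower at 2-fold, 2.92% and 3.62% at 1.5-fold, 1.09% and 1.27% at the cutoff midway between 1.5-fold and 2-fold, 0.107% and 0.204% at 3-fold, and 0.192% and 0.249% without dim genes. For the arrays titled C42B, 1.35% were higher and 2.26% lower at 2-fold, 6.80% and 7.25% at 1.5-fold, 2.80% and 3.55% at the midway cutoff, 0.187% and 0.995% at 3-fold, and 1.39% were lower without dim genes. With the pair and direction of Table 1, PC3 had 2.26% higher and 1.35% lower at 2-fold, 7.25% and 6.80% at 1.5-fold, 5.20% and 4.76% at 1.6-fold, 4.02% and 3.22% at 1.7-fold, 3.55% and 2.80% at the midway cutoff, and 0.995% and 0.187% at 3-fold. C42B had 0.656% higher and 0.441% lower at 2-fold, 3.62% higher at 1.5-fold, 2.37% higher at 1.6-fold, 1.27% lower at 1.7-fold, 1.09% lower at the midway cutoff, and 0.204% and 0.107% at 3-fold. Of 18 Table 1 genes, 8 had Table 1's sign by title, 7 with loess and 18 with the pair and direction of Table 1.

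Of 56 list medians, 51 with loess and 46 of the 54 that could be computed without dim genes kept their standing, apart from the random lists or not. Lists that were not apart in both settings count here whatever their sign. Some of them changed sign, such as the neuronal genes in the pair titled C42B, from -0.12 to 0.26 without dim genes. With loess in the pair titled C42B, the lists of leukocyte adhesion (-0.062), androgen-regulated genes (-0.11) and LNCaP-lineage markers (-0.23) no longer stood apart, and the mesenchymal (0.11) and unfolded protein response (-0.16) lists did. Without dim genes in the pair titled PC3, chemotaxis (-0.14), angiogenesis (-0.14), neuronal genes (0.27, 11 genes) and PC3 markers (-0.32, 4 genes) newly stood apart and adaptive immunity (-0.047) no longer did. Without them in the pair titled C42B, mesenchymal (0.27) and hypoxia genes (0.26) newly stood apart and leukocyte adhesion (0.027) no longer did. That filter keeps a gene by the higher of its 2 values, so the difference itself can decide membership, as for SLITRK3 and BCHE among the neuronal genes and CAV1 among the PC3 markers. With genes kept by the mean of both arrays, 46 of 54 medians kept their standing in the same sense. In the pair titled PC3, chemotaxis (-0.053) and PC3 markers (-0.16, 3 genes) did not stand apart, angiogenesis (-0.14) and neuronal genes (0.19, 8 genes, with Table 1's CBLN2 and SYT4 among them) did, and adaptive immunity (-0.048) and the unfolded protein response (0.083) no longer did. In the pair titled C42B, mesenchymal (0.29) and hypoxia genes (0.26) newly stood apart, and leukocyte adhesion (0.035) and androgen-regulated genes (-0.067) no longer did. The cause was not tested. Of all genes, 0.0792% (14) were at least 2-fold apart in both pairs in the same direction and 0.0622% (11) in opposite directions, 0.0283% (5) and 0.0113% (2) without dim genes, and 0.831% and 0.605% at 1.5-fold. For genes alike in both pairs, limma called 0 at an adjusted p under 0.05 in each of its settings. At an unadjusted p under 0.05 it called 799, where 884 would be expected at the nominal rate. On simulated data, unshifted genes were called more often than at that rate. The miR-410 seed site comparisons were not run. The limma fit paired the arrays by cell line, and the labels give no other pairing. Signal over background was not examined.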

Differences from the paper's values

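The paper states a p cutoff and fold cutoffs for its gene counts, and its text does not give the fold cutoff. Its counts are therefore set beside counts at 2-fold with no p. For PC3 cells, the paper's counts are 919 genes higher and 741 lower, and the arrays titled PC3 gave 78 genes higher and 0.656% of 17687 genes lower. Of the alternatives set before the data were examined, 1.5-fold gave 641 lower genes, within 1.5 times of the paper's 741, and none came that near the paper's 919, including the cutoff midway between 1.5-fold and 2-fold, 3-fold, the filter on dim genes, loess, the median subtracted, the other rules for probe sets and the turned sign. For C42B cells, the paper's count of 365 genes higher stands against 238 on the arrays titled C42B, with 496 at the midway cutoff and 297 probe sets in place of genes within 1.5 times of it, and 1.5-fold, 3-fold, the filter on dim genes, loess, the median subtracted and the highest-mean probe set not. With the pair and direction of Table 1, chosen after the values were seen, 919 genes were higher and 841 lower for PC3 and 419 higher and 332 lower for C42B at 1.6-fold, and 711 and 570 for PC3 and 272 and 225 for C42B at 1.7-fold, all within 1.5 times of the paper's counts; at 2-fold with that pair and direction, 399 and 238 for PC3 and 0.656% of genes and 78 genes for C42B were not. At the midway cutoff with that choice, the 628 and 496 genes for PC3 and the 192 lower genes for C42B were within 1.5 times, and so were the 1283 higher genes for PC3 at 1.5-fold. Counted over all probe sets, with the unnamed ones, PC3 had 1080 higher and 1043 lower at 1.6-fold, so the equality with 919 holds only for named genes. No Table 1 gene that could be checked drops out at these cutoffs.

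The folds of Table 1 differ from those of the arrays titled with the same line (array titled miR-410 against array titled miR-CON, negative where lower). For PC3, the paper's fold of PRKD1 is -7.69474 and the arrays gave 1.06; for DPYSL3 the paper has -7.63739 and the arrays -1.92; for C10orf107 -6.0686 in the paper and -1.35 here; for ZNF385B -5.69932 in the paper and -1.49 here. The paper's fold of PDPN is 35.5498 against -1.21 here, of TC2N 30.7099 against 1.07, of SLC6A14 23.1731 against -1.25, of ESRP1 22.6367 against 1.10, and of CEACAM5 20.9757 against -1.44. For C42B, the paper's fold of SLITRK3 is -88.5435 against 1.07 here, of CBLN2 -51.0595 against -1.03, of BCHE -34.1878 against 2.99, of SPG20 -16.0452 against 1.38, and of COL12A1 -11.7891 against 1.51. The paper's fold of IGFBP3 is 24.7997 against 1.40 here, of SYT4 11.8595 against -1.40, of CDH6 11.082 against -2.48, and of WLS 7.63086 against 1.27. Neither loess nor the highest-mean probe set, both set before the data were examined, brought any of these folds to the paper's. With the pair labelled with the other line and the sign turned against the titles, an alternative chosen after the values were seen, all 18 folds equal the paper's within 0.1% and none of the paper's checked genes drops out.

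The paper reports enrichment of cell growth and angiogenesis genes in C42B cells. The lists used here had medians of -0.01 and 0.05 in Table 1's C42B pair and direction, at percentiles 20.4 and 82.1, and the angiogenesis list reached percentile 99.99 without dim genes. The measures are unlike, since the paper scored gene ontology terms by GSEA, and a few extreme members weigh more in such a score than in a median. Of the lists here, 4 growth and 5 angiogenesis genes were at least 2-fold higher and 0 lower by that amount. No running score was computed for this pair, so these medians do not show a difference from the paper.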

Other observations

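Apart from PRKD1 and CDH1 in the pair titled C42B, most genes that the paper measured by other assays differed little. In Table 1's direction, MMP10, a stromelysin gene, was higher by a log2 difference of 1.20 in the pair titled C42B and by 0.01 in the pair titled PC3. SNAI1 gave 0.26 and -0.03, VIM, which encodes vimentin, -0.39 and 0.16, and CDH2, which encodes N-cadherin, -0.03 and 1.06 in the same order. The larger differences of MMP10 and CDH2 lay between dim values, below the array medians. MMP10 had 5.62 and 4.42 on the arrays titled C42B miR-CON and C42B miR-410. CDH2 had 3.88 and 2.82 on the arrays titled PC3 miR-CON and PC3 miR-410. CDH1 was 3.34 in the pair titled C42B and -0.02 in the pair titled PC3, and PRKD1 was -2.94 and -0.08. AKT1 gave 0.16 and -0.35, AKT2 0.03 and -0.20, and TGFB1 0.09 and 0.39. Of the neuronal markers, SYP, which encodes synaptophysin, was 0.62 in the pair titled C42B and 0.47 in the pair titled PC3, ENO2 was -0.28 and 0.29, MYCN 0.18 and -0.34, and POU3F2, which encodes BRN2, 0.29 and -0.03. The paper's real-time PCR in C42B cells shows SYP and ENO2 higher with miR-410, which is also the sign of both in Table 1's C42B pair and direction. For MYCN and POU3F2 it reports increases that were not significant. Here MYCN was lower and POU3F2 differed by less than the pair's median absolute difference. All of these genes lay below the array medians (6.36 and 6.34). On the arrays titled PC3 miR-CON and PC3 miR-410, SYP had 5.37 and 4.91, ENO2 6.02 and 5.73, MYCN 3.89 and 4.23. Such small differences between dim values on single arrays neither back nor contradict the PCR.

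By title, few genes differed alike in both pairs. The genes with the largest smaller difference were SORBS2, a cytoskeletal adaptor gene (2.97 in the pair titled C42B and 2.15 in the pair titled PC3, in Table 1's direction), PELI2, an ubiquitin ligase gene (2.48 and 1.88), THBS1 (1.72 and 2.62), POF1B (1.99 and 1.63) and BCHE (-1.58 and -5.10). If the pair titled PC3 is read by its genotype and description fields, these 5 genes differ in opposite directions, and 11 genes are alike and 14 opposite at 2-fold. By title, 4 genes were at least 2-fold higher in both pairs where 1.05 would be expected by chance, 10 were lower where 2.62 would be, and 11 differed in opposite directions where 3.32 would be. Across genes, which are not independent replicates, Pearson's r of the differences was 0.059 and Spearman's rho 0.072. In the limma fit over both pairs by title, the smallest adjusted p was 0.882, shared by SORBS2 and others, so none passed. Over all genes, the mesenchymal list did not stand apart in either pair, with medians in Table 1's direction of -0.05 in the pair titled C42B and -0.04 in the pair titled PC3; neither did genes of PI3K-Akt signalling (-0.06 and -0.00), the TGF-beta pathway (-0.07 and 0.07) or neuroendocrine and neuronal genes (0.12 and -0.02). The mesenchymal list did stand apart in the pair titled C42B with loess (-0.11, percentile 1.20) and without dim genes (-0.27, percentile 0.21, 43 genes). The neuronal list stood apart in the pair titled PC3 without dim genes (-0.27, percentile 0.13, 11 genes). With genes kept by the mean of both arrays it did so too (-0.19, percentile 1.34, 8 genes). Genes of Table 1 are among the members in both cases.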
